# Transcriptome analysis of hen preadipocytes treated with an adipogenic cocktail (DMIOA) with or without 20(S)-hydroxylcholesterol

**DOI:** 10.1186/s12864-015-1231-z

**Published:** 2015-02-18

**Authors:** Alemu Regassa, Woo Kyun Kim

**Keywords:** Adipogenesis, Hen preadipocytes, 20(S)-hydroxycholestrol, Microarray

## Abstract

**Background:**

20(S)-hydroxycholesterol (20(S)) potentially reduces adipogenesis in mammalian cells. The role of this oxysterol and molecular mechanisms underlying the adipogenesis of preadipocytes from laying hens have not been investigated. This study was conducted to 1. Analyze genes differentially expressed between preadipocytes treated with an adipogenic cocktail (DMIOA) containing 500 nM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, 20 μg/mL insulin and 300 μM oleic acid (OA) and control cells and 2. Analyze genes differentially expressed between preadipocytes treated with DMIOA and those treated with DMIOA + 20(S) using Affymetrix GeneChip® Chicken Genome Arrays.

**Results:**

In experiment one, where we compared the gene expression profile of non-treated (control) cells with those treated with DMIOA, out of 1,221 differentially expressed genes, 755 were over-expressed in control cells, and 466 were over-expressed in cells treated with DMIOA. In experiment two, where we compared the gene expression profile of DMIOA treated cells with those treated with DMIOA+20(S), out of 212 differentially expressed genes, 90 were over-expressed in cells treated with DMIOA, and 122 were over-expressed in those treated with DMIOA+20(S).

Genes over-expressed in control cells compared to those treated with DMIOA include those involved in cell-to-cell signaling and interaction (IL6, CNN2, ITGB3), cellular assembly and organization (BMP6, IGF1, ACTB), and cell cycle (CD4, 9, 38). Genes over-expressed in DMIOA compared to control cells include those involved in cellular development (ADAM22, ADAMTS9, FIGF), lipid metabolism (FABP3, 4 and 5), and molecular transport (MAP3K8, PDK4, AGTR1). Genes over-expressed in cells treated with DMIOA compared with those treated with DMIOA+20(S) include those involved in lipid metabolism (ENPP2, DHCR7, DHCR24), molecular transport (FADS2, SLC6A2, CD36), and vitamin and mineral metabolism (BCMO1, AACS, AR). Genes over-expressed in cells treated with DMIOA+20(*S*) compared with those treated with DMIOA include those involved in cellular growth and proliferation (CD44, CDK6, IL1B), cellular development (ADORA2B, ATP6VOD2, TNFAIP3), and cell-to-cell signaling and interaction (VCAM1, SPON2, VLDLR).

**Conclusion:**

We identified important adipogenic regulators and key pathways that would help to understand the molecular mechanism of the in vitro adipogenesis in laying hens and demonstrated that 20(S) is capable of suppressing DMIOA-induced adipogenesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1231-z) contains supplementary material, which is available to authorized users.

## Background

Adipogenesis is the process in which preadipocytes become adipocytes, and it is one of the most intensively studied models of cellular differentiation. Adipocytes play vital roles in energy homeostasis and possess the largest energy reserve in the body of animals [1]. The increase in adipose tissue mass results from multiplication of fat cells through a process called adipogenesis, where undifferentiated precursor cells (preadipocytes) differentiate into fat cells [2].

A number of key transcriptional activities are involved in the process of adipogenesis in mammals [3-5]. The critical step in these events is the activation of the transcription factor CCATT enhancer-binding protein beta (C/EBPβ) by mitogen activated protein kinase (MAPK) and glycogen synthase kinase-3 beta (GSK3β) [6]. The activated C/EBPβ then triggers transcription of peroxisome proliferator-activated receptor gamma 2 (PPARγ2) and CCATT enhancer-binding protein alpha (C/EBPα), which in turn additively activate the expression of genes responsible for the development of mature adipocytes [3].

Oleic acid (OA) has been implicated as a good source of exogenous fatty acids essential for adipocyte differentiation and plays an important role in the development of adipose tissue in chickens [7]. Preadipocytes isolated from broilers (meat-type chicken) treated with 300 μM OA showed marked increase in the expression of genes responsible for adipocyte formation [7].

An adipogenic cocktail containing 500 nM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, and 20 μg/mL insulin (DMI) has been commonly used to induce adipogenesis in various animal models [3,4,8,9]. However, DMI treatment without OA does not induce key adipogenic transcription factors and adipogenesis in chicken preadipocytes [7,10] explaining the unique characteristic of chicken fat cell adipogenesis in vitro.

Oxysterols are bioactive molecules involved in numerous biological processes including cholesterol efflux [11], lipoprotein and calcium metabolisms [12], cell differentiation [13], and apoptosis [14] and are potential candidates for changing the fate of mesenchymal stem cell (MSC) differentiation [15]. While inhibiting adipogenic differentiation, specific oxysterols namely, 20(S)-hydroxycholesterol (20(S)) in combination with 22(S) - or 22(R)-hydroxycholesterol, induce osteoblastic differentiation of mouse pluripotent mesenchymal cells [16] through protein kinase C (PKC) and protein kinase A (PKA) dependent mechanisms [17]. These pro-osteogenic and anti-adipogenic effects of specific oxysterols are marked by the early and late markers of osteogenic differentiation such as increased alkaline phosphatase (ALP) activity, osteocalcin (OCN) mRNA expression and mineralization, and reduction in markers of adipogenic differentiation including lipoprotein lipase (LPL) and fatty acid binding protein 4 (FABP4) mRNA expression and adipocyte formation [16]. Furthermore, 20(S) inhibits PPARγ2 expression and adipogenic differentiation of mouse bone marrow stromal cells through a hedgehog (Hh)-dependent mechanism [15]. Similarly, treatment of mouse M2-10B4 MSC with Oxy34 or Oxy49 induces the expression of osteogenic differentiation markers, Runx2, Osterix (OSX), ALP, bone sialoprotein (BSP), and OCN as well as ALP enzymatic activity and robust mineralization [18]. On the other hand, treatment of these cells with the oxysterols inhibits the expression of adipogenic genes such as (PPARγ2), LPL, and FABP4, and adipocyte formation induced by PPARγ2 activator, troglitazone [18]. Additionally, treatment of human adipose-derived stem cells with 7-Ketocholesterol and 5,6-S oxysterols has been reported to detrimentally modulate mitochondrial activity and adipogenic differentiation of adipose precursor cells [19]. However, no studies have been conducted to elucidate global gene regulation of adipogenesis and anti-adipogenic mechanisms of oxysterols in chicken preadipocytes. Here, we hypothesized that treatment of hen preadipocytes with 20(S) reduces DMIOA-induced adipogenesis by affecting various pathways and gene networks involving key adipogeneic transcription factors. This study was conducted to identify genes differentially expressed between preadipocytes treated with DMIOA and control cells and genes differentially expressed between preadipocytes treated with DMIOA alone and those treated with a combination of DMIOA and 20(S).

## Methods

### Care of experimental birds

All experimental procedures were reviewed and approved by the University of Manitoba Animal Care Protocol Management and Review Committee, and birds were handled in accordance with guidelines described by the Canadian Council on Animal Care (CCAC, 1993).

### Cell culture

Abdominal adipose tissues weighing approximately 4 gm were collected from three 19-wk old laying hens (*Gallas gallus*, Lohman strain) by sterile dissection as described in [7]. We selected 19-wk old laying hens because hens start laying eggs, maximize their fat accumulation in the body and have dramatic metabolic changes related to lipid metabolism at this age. The adipose tissues were minced into fine sections with scissors and incubated in 10 mL Dulbecco’s Modified Eagle’s Medium (DMEM) digestion buffer containing 0.1% collagenase, 2.8 mM glucose, and 4% bovine serum albumin (BSA) for 45 min at 37°C in a shaking water bath. After the incubation, the contents were filtered using 100 and 40 μm Nylon meshes (Fisher Scientific, China), and the filtrates were centrifuged at 1,800 rpm for 10 min to separate floating adipocytes from pellets of preadipocytes. The supernatant was discarded, and cell pellets were resuspended in 10 mL 1X DMEM containing 10% fetal bovine serum (FBS), 100 U/mL penicillin, 100 μg/mL streptomycin and L-glutamate (Mediatech, Inc., Manassas, VA). Preadipocytes were then seeded in 100 mm Petri dishes (MG Scientific, Wisconsin, USA) and cultured in an incubator with 95% air and 5% CO_2_ at 37°C. Cells were checked for viability every day, and the media were changed every three days until the cells were confluent. At confluence, the cells were washed twice in 5 mL phosphate buffered saline (PBS) and incubated in 3 mL of 1X Tris-EDTA (TE) buffer for 2 min at 37°C. The cells were washed several times in seven mL of 1X DMEM containing 10% FBS to detach adhering cells. The contents were centrifuged at 1,800 rpm for 5 min, the supernatant was discarded, and cell pellets were re-suspended in 5 mL of 1X DMEM containing 10% FBS. Then, the cells were plated in six-well plates at 20,000 cells/cm^2^ and incubated until they reached confluence. The cells became confluent after two days of incubation.

### Incubation of cells with an adipogenic cocktail and 20(S)-hydroxycholesterol

After confluence, the cells were treated with 1) an adipogenic cocktail containing 500 nM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, 20 μg/mL insulin and 300 μM OA (DMIOA), and 2) DMIOA + 5 μM 20(S) with three biological replicates per treatment for 96 hr. Cells were incubated for 96 hr because our recent observation showed that sufficient lipid droplets were formed by DMIOA treatment and 20(S) started inhibiting adipogenic gene (FABP4) at this time point (Figures 1 and 2). Non-treated cells were cultured in 1X DMEM containing 10% FBS without an adipogenic cocktail for comparison purpose. The media was removed from the cells using a vacuum aspirator, and the cells were homogenized in one mL of TRIzol (Invitrogen, Canada) for RNA isolation.

**Figure 1:**
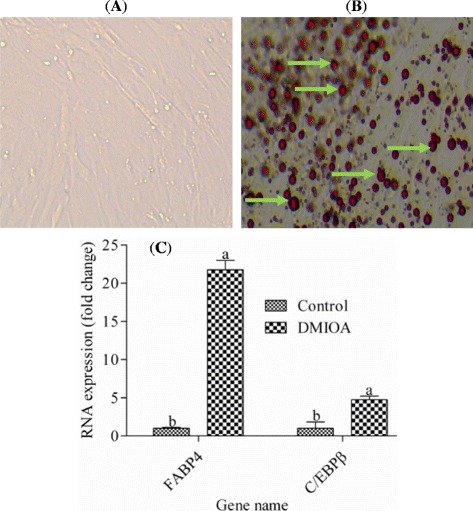
**Representative images of non-treated preadipocytes (1A), preadipocytes treated with DMIOA (1B), showing remarkable lipid accumulation in preadipocytes treated with DMIOA and relative expressions of FABP4 and C/EBPB in control and DMIOA treated cells (1C).** Preadipocytes were cultured in Dulbecco’s modified eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS) for 96 hr. Images were taken using an EVOS® xl core cell culture microscope (Advanced Microscopy Group, Seattle, USA) at 20X magnification. Green arrows indicate lipid droplets stained with Oil red O stain whereas there is no lipid formation in non-treated cells. **C:** Fold change expression of FABP4 and C/EBPβ in preadipocytes treated with an adipogenic cocktail (DMIOA) compared with non-treated cells. Preadipocytes were cultured in Dulbecco’s modified eagle’s medium containing 10% Fetal Bovine Serum for 96 hr. Bars with different letters are significantly different (P < 0.05). The bars represent Mean ± SD (N = 3).

**Figure 2:**
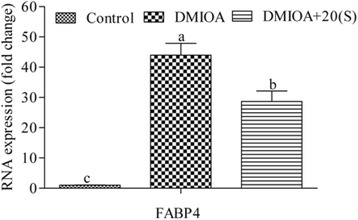
**Relative expression of FABP4 in non-treated (control) preadipocytes, preadipocytes treated with an adipogenic cocktail (DMIOA) and those treated with DMIOA + 20(S)-hydroxycholestrol in Dulbecco’s modified eagle’s medium containing 10% Fetal Bovine Serum for 96 hr.** Bars with different letters are significantly different (P < 0.05). The bars represent Mean ± SD (N = 3).

### Oil red O staining of preadipocytes

In order to examine the effect of an adipogenic cocktail on adipogenesis and accumulation of lipid droplets, preadipocytes isolated from 19-wk old laying hens were treated with DMIOA containing 500 nM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, 20 μg/mL insulin and 300 μM OA for 96 hr. Then, non-treated control cells and cells treated with DMIOA were stained with Oil Red O according to supplier’s protocol [20].

### RNA isolation and array processing

Total RNA was extracted from cells representing three biological replicates per treatment using TRIzol (Invitrogen, Canada) according to the manufacturer’s protocol. RNA integrity and yield of each sample were determined using an Experion™ automated electrophoresis system (Bio-Rad laboratories Inc, USA) and a NanoDrop 2000 (Thermo Scientific, Canada), respectively. Initial total RNA concentrations across all samples were adjusted to 500 ng, and this amount of total RNA was used for the two round cDNA synthesis and subsequent in vitro-transcription according to the one-cycle eukaryotic target labeling assay (Affymetrix GeneChip® 3′ IVT express Kit). Fifteen μg of biotin-labeled and amplified RNA (aRNA) of each group were hybridized with Affymetrix GeneChip® Chicken Genome Arrays for 16 hr at 45°C. Post-hybridization staining and washing were performed according to manufacturer’s protocols using a Fluidics Station 450 instrument (Affymetrix, USA).

### Image capturing, quantification and data analysis

Array slides were scanned with a GeneChip™ 3000 laser confocal slide scanner (Affymetrix, USA), and the images were quantified using Affymetrix GeneChip Command Console Software (Affymetrix, USA). Probe level data were imported into FlexArray software [21]. The raw data were background corrected, normalized, and summarized using Guanine-Cytosine Robust Multichip Average (GCRMA) function as described in [22]. The background corrected and normalized data were then filtered by applying a false discovery rate of < 5%. The filtered genes were annotated using a chicken annotation file (Chicken. na32.annot, Affymetrix, USA). Genes differentially expressed (1) between non-treated (control) cells and cells treated with DMIOA and (2) between cells treated with DMIOA alone and a combination of DMIOA and 20(S) were identified using a t-test at a fold change of ≥ 2 and probability (P < 0.05). The raw data from all arrays in this study are available online at http://www.ncbi.nlm.nih.gov/geo/ with GEO accession number GSE50880.

Lists of genes over-expressed in either group were uploaded into Ingenuity Pathways Analysis [23] to identify the most significantly affected gene networks and cellular functions, relationships between the genes of interest, and pathways involved.

### Validation of microarray data using quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR)

The same RNA samples that were used for array hybridization were used for cDNA synthesis. First strand cDNA was synthesized using a high capacity reverse transcription kit according to the supplier’s protocol (Applied Biosystems, Canada). Pairs of primers for each gene were designed from the mRNA sequence of target gene using the National Centre for Biotechnology Information (NCBI). Quantitative real-time RT-PCR was performed in duplicate reactions including nuclease free water, the forward and reverse primers of each gene, template cDNA and SYBR Green using a CFX Connect ™ Real-Time PCR Detection System (Life Science Research, Bio-Rad, Canada). Data were generated using a ∆∆Ct method by normalizing the expression of the target genes to a housekeeping gene (GAPDH), and the values were reported as fold changes of the expression of the target genes in DMIOA treated cells compared with the control group and the expression of target genes in DMIOA + 20(S) treated cells compared with DMIOA group. Gene expression and correlation between microarray and qRT-PCR data were analysed using t-test and correlation procedures of SAS software [24], respectively. Means were declared significant at P < 0.05. Pairs of primers used for qRT-PCR assay and their sequences are presented in Table 1.

**Table 1:** **List of primers used for quantitative real-time polymerase chain reaction**

**Name**	**Forward**	**Reverse**	**Product length (base pair)**	**Annealing temperature (°C)**
FABP4	GAGTTTGATGAGACCACAGCAGA	ATAACAGTCTCTTTGCCATCCCA	106	57
IGFBP7	TCCATCGTGACCCCTCCTAA	GAGAGATCAGTACCCAGCCG	228	55
VEGFc	AAGTGTGTGTGGATGTGGGG	TGACAGTTACGGGTTTGGGG	201	55
CD44	CGCTGTGCGGAGATACAGAA	CCTATGGCTCTTCCTGGCTG	199	55
MMP1	GCAGTCTCCTCTGCTTTCCC	GTCACGGTCAGGTTTCCCAG	209	58
STARD4	GGGACAGCACAAGCCCTAAT	GCCTAGCTTGACTGGGTTCA	219	54
INSIG1	GCATGGTGCCAGTGTGAAAG	TCCAGAGAACAGCCATACGC	222	54
GAPDH	GCTAAGGCTGTGGGGAAAGT	TCAGCAGCAGCCTTCACTAC	116	55
TGM4	TGGATGTCCTCTGACTCCGT	CAGTAGACCTTGTCGGCGTT	238	54
CCL4	CTCATGGCAGGTGCTGTTTG	CCTCCCTTAAATGCCCTCCC	207	55
TNFAIP3	CAGAAAAGAGGCCTGCTCCA	CCTTCAGTTTCTCGGGTGCT	202	54
GSTA3	GCCAAAGGAAACCACGCCTA	GTTTCATCCAGTGTACCGCCT	218	55
APOA1	CTCGCTGTGCTCTTCCTGAC	GTCAGCCAGCTTCAGGTCAA	191	55
KLF2	CTTACCCGCCACTACCGAAA	TTGTCCGGCTCTGTCCTAAG	123	58
HAS2	CACTGGGAGAAGCGTGGAAT	GCACTGTACGCAGCCAAAAT	203	56

## Results

### The effect of DMIOA on the adipogenesis and expression of key adipogenic transcripts

The results of our pre-experiment investigation indicated that, preadipocytes treated with DMIOA had remarkably higher lipid accumulation (Figure 1B) and significantly higher (P < 0.05) expression of key adipogenic transcripts such as FABP4 and C/EBPβ compared with non-treated cells (Figure 1C).

### The effect of 20(S)-hydroxycholesterol (20(S)) on the expression of FABP4

In order to study the effect of oxysterol on the expression of adipogenic transcripts, preadipocytes isolated from 19-wk laying hens were treated with DMIOA with or without 20(S). The result indicated that DMIOA treatment significantly increased (P ≤ 0.05) the expression of one of the key adipogenic transcript (FABP4) compared to control cells, whereas DMIOA + 20(S) treatment significantly reduced DMIOA-induced FABP4 expression (Figure 2).

### Transcriptome profiles of chicken preadipocytes treated with DMIOA relative to non-treated (control) cells

Global transcriptome expression analyses of preadipocytes treated with DMIOA and non-treated cells showed that of 1,221 differentially expressed genes, 755 were over-expressed in non-treated cells (Additional file 1), and 466 were over-expressed in cells treated with DMIOA (Additional file 2). 

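RNA of preadipocytes from 19-wk hens, cultured for 96 hr, was measured on 9 arrays: 3 labelled control, 3 labelled DMIOA and 3 labelled DMIOA+20(S). DMIOA combines 500 nM dexamethasone, a synthetic glucocorticoid, with 0.5 mM 3-isobutyl-1-methylxanthine, which keeps cyclic AMP from being broken down, oleic acid at 300 μM and insulin at 20 μg/mL, and 20(S) was added at 5 μM. The authors computed the deposited values from the scanned arrays with GCRMA, which corrects the background, normalizes the arrays together and gives 1 log2 value per probe set. The 9 array medians lay between 2.11 and 2.14, and the values were used with no further normalization. All 9 arrays entered a limma fit over 38439 probe sets, and a probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg) with at least a 2-fold difference. The paper describes the arrays as biological replicates, and nothing else in its text ties an array to a hen or a culture, so the p-values measure the spread between these arrays. Their number, 3 per group, limits the precision.
Values on single arrays did not sort by the labels, so each group is named by its label and single arrays are given for some of the genes on which they differ. Over the 38439 probe sets the array labelled control 1 correlated with control 2 at r = 0.997 and with DMIOA 1 at r = 0.994, against r = 0.976 with control 3. The array labelled DMIOA 2 correlated with DMIOA+20(S) 1 at r = 0.997 and with DMIOA 1 at r = 0.971. Control 3 and DMIOA 3 correlated at r = 0.996. These correlations run across probe sets, which are not independent replicates. In a check chosen after the results were seen, the labels gave 0 of the paper's 1220 log2 fold changes of this comparison within 0.001. Another assignment of the arrays gave 1218. The paper's values set beside those by label are therefore from differently grouped arrays, and a gap between them is not a failure to repeat them in the same groups.
Between the arrays labelled DMIOA and control, limma called 0 probe sets higher and 0 lower. At an unadjusted p under 0.05 there were 905, and the smallest adjusted p was 0.994. Without the array labelled DMIOA 1 this number was 3388 and without control 3 it was 3164, with 0 calls in either case. The methods' t-test called 0 after Benjamini-Hochberg adjustment and 1 probe set before it. That probe set belongs to ADAMTS12, a secreted metalloproteinase of the extracellular matrix, named after its values were seen, with a log2 value of 3.65 ± 0.32 (SD, n = 3) on the arrays labelled control and 4.66 ± 0.42 (SD, n = 3) on those labelled DMIOA.

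**Figure D1:**
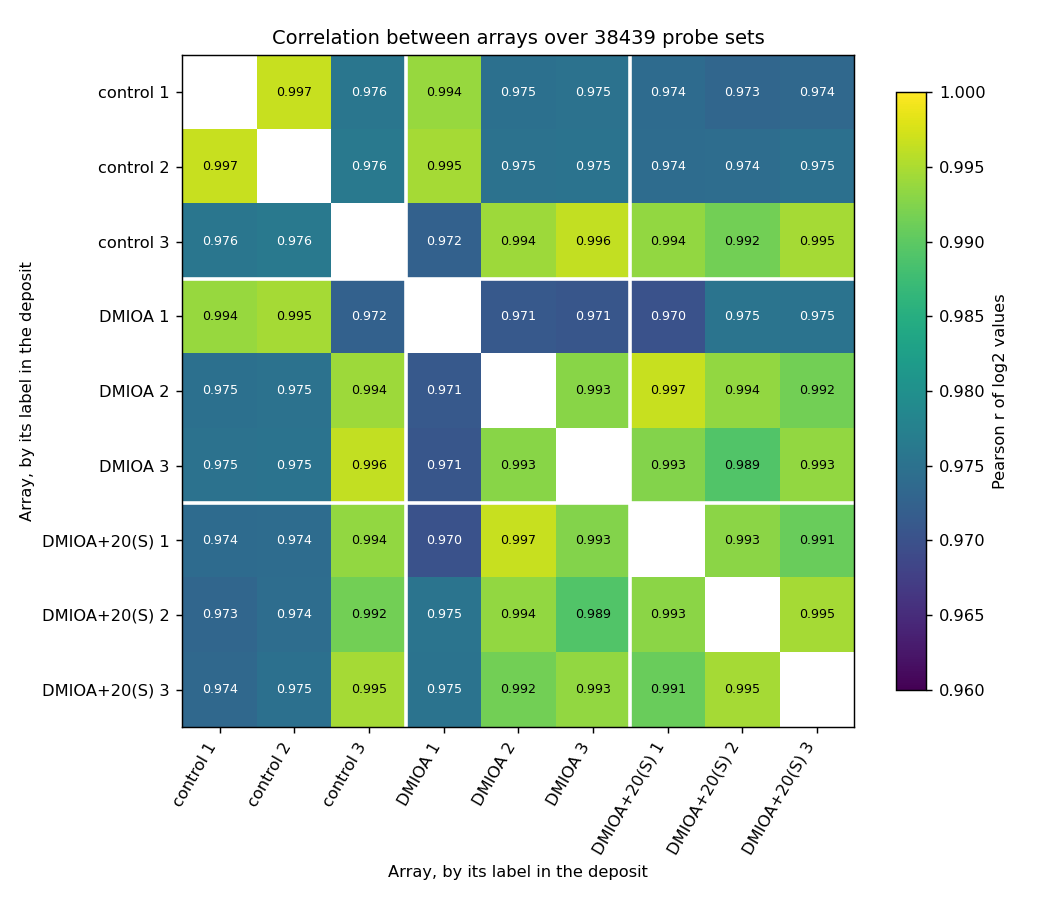
Pearson correlation of the log2 values of each pair of the 9 arrays over 38439 probe sets, with each array named by its label on both axes. Control 1, control 2 and DMIOA 1 correlate at 0.994 to 0.997 with one another, and DMIOA 2 correlates at 0.997 with DMIOA+20(S) 1.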

Hierarchical clustering of all genes differentially expressed between control cells and cells treated with DMIOA and the top 20 genes differentially expressed between the two groups are indicated in Additional files 3 and 4, respectively.

Genes over-expressed in control cells compared to those treated with DMIOA include those involved in cell-to-cell signaling and interaction such as interleukin 6 (IL6), calponin 2 (CNN2), and integrin beta 3 (ITGB3), cell morphology such as ATPase, Ca^++^ transporting, plasma membrane 2 (ATP2B2), insulin like growth factor 3 (IGFB3), and inhibin beta A (INHBA), cellular assembly and organization such as bone morphogenetic protein 6 (BMP6), insulin like growth factor 1 (IGF1), beta actin (ACTB), and adenylyl cyclase-associated Protein 2 (CAP2), cellular function and maintenance such as integrin alpha 4 (ITGA4), integrin beta 2 (ITGB2), and growth and differentiation factor 9 (GDF9), and cell cycle such as CD4, 9 and 38 molecules (CD4, CD9, CD38), and cyclin-dependent kinase inhibitor 2B (CDKN2B). 

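The paper names 23 genes as over-expressed in control cells, and the mean of 22 of them was lower on the arrays labelled DMIOA. The 23 log2 fold changes ran from -2.19 to 0.02 with a median of -0.58. The exception was CD4, a T-cell co-receptor, which stayed near the array floor (0.93 ± 0.08 and 0.95 ± 0.00, SD, n = 3). ITGB3, a beta integrin of cell adhesion, measured 6.78 ± 2.34 (log2, SD, n = 3) on the arrays labelled control and 5.41 ± 2.57 (SD, n = 3) on those labelled DMIOA, a log2 fold change of -1.38 (standard error 1.41, adjusted p = 0.994 from limma). On the single arrays control 1, 2 and 3 ITGB3 read 8.14, 8.13 and 4.08. INHBA, the subunit of activin A, had the lowest log2 fold change of the 23, -2.19 (standard error 2.26), with 11.51, 11.46 and 4.60 on control 1, 2 and 3, and 11.35, 5.31 and 4.36 on DMIOA 1, 2 and 3. ATP2B2, a calcium pump of the plasma membrane, read 9.15, 9.01 and 2.87 on the arrays labelled control 1, 2 and 3, and 9.07, 2.62 and 3.03 on DMIOA 1, 2 and 3, a difference of -2.10 that is smaller than the spread within each label. The cytokine IL6 differed by -0.64 (standard error 1.12), the tetraspanin CD9 by -1.92 (standard error 1.93) and the growth factor IGF1 by -0.58 (standard error 0.36).
Log2 fold changes were also measured for the actin-binding CNN2 (-0.62), ACTB (-0.14) and CAP2 (-0.43), for IGFBP3 (-0.07) and for the leukocyte integrin ITGB2 (-0.40), which like IGF1 lay close to the array medians. Those of BMP6, ITGA4, GDF9, CD38 and the cyclin-dependent kinase inhibitor CDKN2B were -0.33, -0.67, -0.11, -0.53 and -0.41. The paper's reported log2 fold changes are -4.58 for ITGB3, -6.03 for ATP2B2 and -4.17 for IL6. None of the 23 passed limma's test over all probe sets, and 0 passed when adjusted over the list alone, which is not independent evidence because the paper chose the genes on these arrays.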

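Of 40 genes that the paper names or lists for cells treated with DMIOA, all 40 had a higher mean on the arrays labelled DMIOA than on those labelled control, with log2 fold changes of 0.10 to 3.31 and a median of 1.33. ADAMTS9, a metalloproteinase that cleaves proteoglycans, measured 4.22 ± 3.66 (log2, SD, n = 3) on the arrays labelled control and 6.48 ± 3.80 (SD, n = 3) on those labelled DMIOA. PDK4, a kinase that turns off pyruvate dehydrogenase when fatty acids are burned, had a log2 fold change of 1.08 (standard error 1.25, adjusted p = 0.994 from limma). For NAMPT, which makes the NAD precursor nicotinamide mononucleotide, and GFPT2, the entry enzyme of the hexosamine pathway, the log2 fold changes were 0.91 and 1.04 (standard errors 0.93 and 0.77). AGTR1, an angiotensin II receptor, read 1.88, 2.31 and 7.67 on the arrays labelled control 1, 2 and 3, and 2.34, 7.02 and 6.90 on DMIOA 1, 2 and 3. ADAM22, the vascular growth factor VEGFD (listed by the paper as FIGF) and the transporter SLCO2B1 differed by 0.87, 0.68 and 0.24. The paper's reported log2 fold changes are 6.86 for ADAMTS9, 3.80 for PDK4 and 2.15 for VEGFD. The secreted protein NELL2 and the phosphodiesterase PDE1A are in the paper's additional files but not named in its text. For them the paper's values are 4.90 and 4.37, and those from the labels 1.17 and 1.14. The limma test called none of the 40 genes over all probe sets and 0 when adjusted over the list alone, and a list chosen by the paper on these arrays is not independent evidence of its direction.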

Genes over-expressed in DMIOA compared to control cells include those involved in cellular development such as ADAM metallopeptidase domain 22 (ADAM22), ADAM metallopeptidase with thrombospondin type 1 motif, 9 (ADAMTS9), c-fos induced growth factor (FIGF), and matrix metallopeptidase 1 (MMP1), lipid metabolism such as fatty acid binding protein 3, 4, and 5 (FABP3, 4 and 5), and apolipoprotein 1 (APOA1), molecular transport such as mitogene activated protein 3 kinase 8 (MAP3K8), pyruvate dehydrogenase kinase, isozyme 4 (PDK4), solute carrier organic anion transporter family, member 2B1 (SLCO2B1), and nicotinamide phosphoribosyltransferase (NAMPT), and small molecule biochemistry such as angiotensin II receptor, type 1, 2 and 3 (ATGR1, ATGR2, ATGR3), and glutamine-fructose-6-phosphate transaminase 2 (GFPT2) (Figure 3).

**Figure 3:**
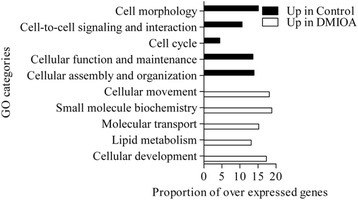
**The top significantly changed gene ontology (GO) terms (molecular and cellular functions) with the proportion of genes involved among these over-expressed in non-treated preadipocytes (black bars) and those treated with an adipogenic cocktail (DMIOA) (white bars) in Dulbecco’s modified eagle’s medium containing 10% Fetal Bovine Serum for 96 hr.** Lists of genes over-expressed in a given treatment group relative to the other were imported into IPA and the number of genes that were associated with a given GO term in the IPA database was determined at P < 0.0001. The P-value, calculated using the right-tailed Fisher Exact Test, is a measure of the likelihood that the association between the number of focus genes in the data set and a given GO term is due to random chance. The smaller the P-value is the less likely that the association is random, and the more significant the association is. The p-value for a given GO term was calculated by considering the number of focus genes that participate in a given GO term and the total number of genes that are known to be associated with that GO term in the Ingenuity Knowledge Base. Then, the proportion of genes in a given GO term was calculated by dividing the number of genes determined by IPA that are associated with a given GO term in the Ingenuity® Knowledge Base by the total number of genes over-expressed in one treatment group relative to the other multiplied by 100.

Functional grouping (canonical pathways) of genes that were over-expressed in control preadipocytes relative to those treated with DMIOA is presented in Figure 4. 

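All lists of gene functions and cell types were fixed before the deposited values were examined, but after the paper's additional files had been read. Genes of the actin cytoskeleton and contraction, a list of 35 measured genes, fell as a group on the arrays labelled DMIOA. Of these, 5 of 35 were above 0, with a median log2 fold change of -0.23 (adjusted p = 0.0106 from camera in limma over 30 lists). With an estimated correlation between the genes the adjusted p = 0.833, and 0 members passed the test singly or when adjusted over the list alone. ACTA2, the smooth muscle actin, had a log2 fold change of -1.20 (standard error 1.38), MYLK, which phosphorylates myosin light chain, -1.24 (standard error 1.03) and MYOCD, a cofactor of serum response factor, -1.17 (standard error 1.16), whereas the smooth muscle myosin MYH11 had 0.38. Relative to the mean of the 9 arrays, the list's median was 0.68, 0.67 and -0.43 on the arrays labelled control 1, 2 and 3, and 0.77, -0.32 and -0.39 on DMIOA 1, 2 and 3. Without control 1, control 2, DMIOA 2 or DMIOA 3 the list's adjusted p was 0.753, 0.752, 0.312 and 0.839.
Integrins and focal adhesion genes, which tie the cytoskeleton to the matrix, fell likewise, with 5 of 27 above 0 and a median of -0.30 (adjusted p = 0.0106 from camera, adjusted p = 0.833 with an estimated correlation), and 0 were called singly or adjusted over the list alone. TNS3, which links integrins to actin, had a log2 fold change of -1.01, the collagen receptor subunit ITGA11 -0.53 and ITGA8 0.34. Leaving out control 1, control 2 or DMIOA 3 gave adjusted p-values of 0.669, 0.638 and 0.839.
Markers of macrophages and leukocytes fell with both lists, with 4 of 18 above 0 and a median of -0.42 (adjusted p = 0.0139 from camera, adjusted p = 0.833 with an estimated correlation). PTPRC, the common leukocyte antigen CD45, had a log2 fold change of -0.73 and NCF4, a subunit of the phagocyte NADPH oxidase, -1.78, and 0 members were called or passed adjusted over the list alone. Without control 1, control 2, DMIOA 2 or DMIOA 3 the adjusted p was 0.669, 0.665, 0.611 and 0.158.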

Several key gene networks were also affected by DMIOA treatment relative to control cells. 

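Genes of fatty acid and triglyceride synthesis were spread around 0 between the arrays labelled DMIOA and control, with 9 of 18 above 0 and a median log2 fold change of 0.00 (adjusted p = 0.771 from camera). FASN, fatty acid synthase, had a log2 fold change of 0.26 (standard error 0.37), SCD, the stearoyl-CoA desaturase, -0.13 (standard error 0.29) and AGPAT2, an acyltransferase of triglyceride synthesis, -0.32 (standard error 0.14). The probe set of SCD lay close to the array medians, where GCRMA shrinks differences. For fatty acid oxidation, 10 of 20 genes were above 0 with a median of 0.01 (adjusted p = 0.771). CPT1A, which brings fatty acids to the mitochondria, differed by -0.07 and ANGPTL4, an inhibitor of lipoprotein lipase, by 0.26. In both lists 0 members were called by limma over all probe sets and 0 adjusted over the list alone, and no setting moved either list past the threshold.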

An example of a gene network (lipid metabolism) showing the relationships between molecules over-expressed in preadipocytes treated with DMIOA compared with control cells is presented Figure 5.

**Figure 4:**
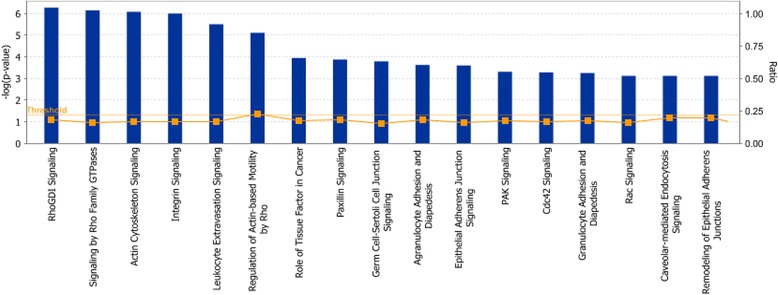
**Functional grouping of genes that were over-expressed in non-treated preadipocytes relative to those treated with an adipogenic cocktail (DMIOA) showing the most significant functional groups, with P value ≤ 0.05.** The bars represent the P-value in a logarithmic scale for each functional group.

**Figure 5:**
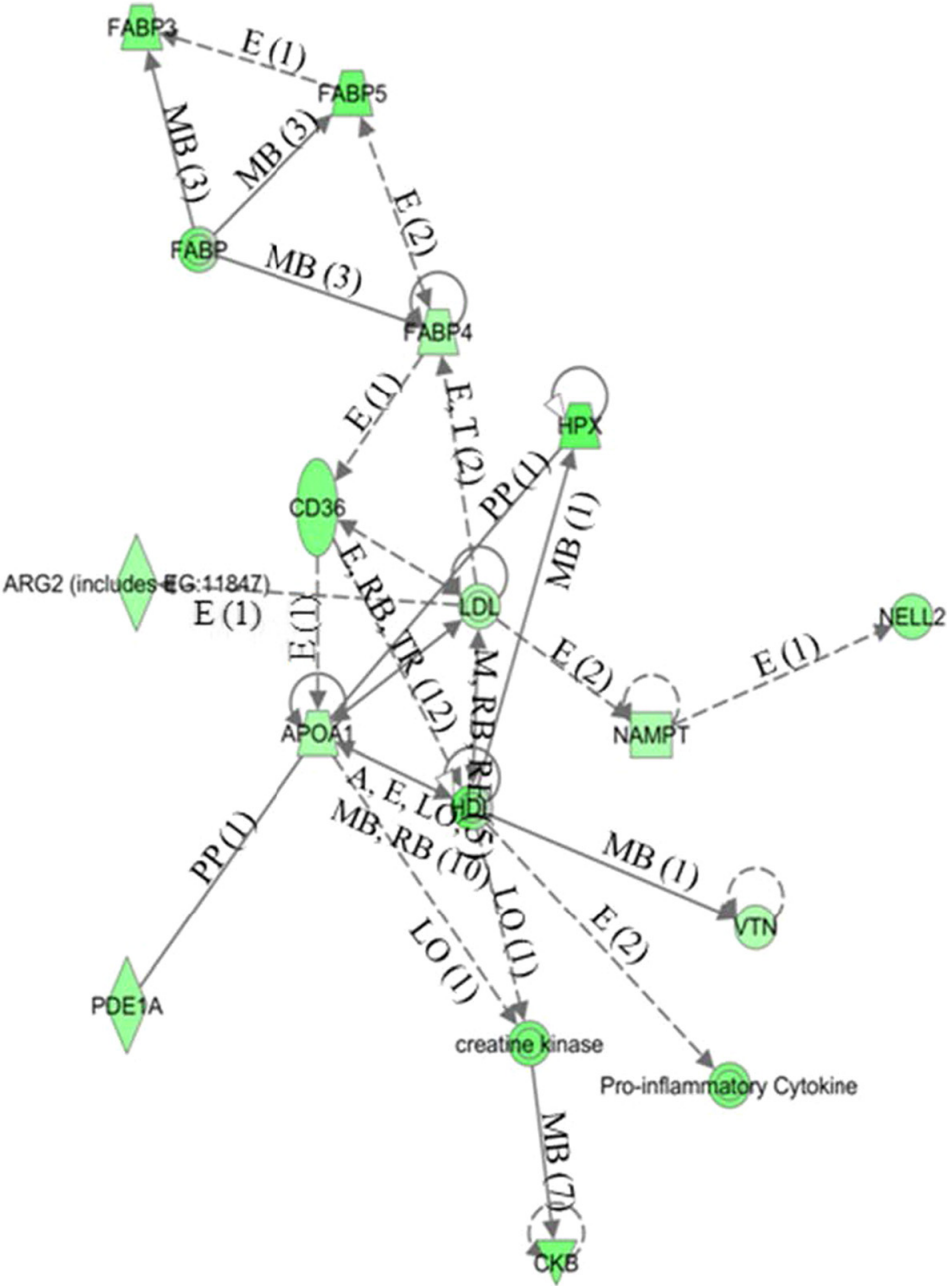
**An example of a gene network (lipid metabolism) showing the relationships between molecules over-expressed in cells treated with an adipogenic cocktail (DMIOA) compared with non-treated control cells.** The type of the association between two molecules is shown by a letter on the line that connects them. The number in parenthesis next to the letter represents the number of bibliographic references currently available in the Ingenuity Pathways Knowledge Base that support each one of the relationships. Direct or indirect relationships between molecules are indicated by solid or dashed lines connecting them, respectively. P = phosphorylation, A = gene activation, E = increase in expression, PP = protein-protein interaction, MB = membership in complex, LO = localization, L = proteolysis, RB = regulation of binding, TR = Translocation and T = Transcription. Rhombus, triangular, rectangular, oval, and circular shapes indicate that the molecule belongs to a family of enzymes, phosphatases, growth factors, transmembrane receptors, and other families, respectively.

### Transcriptome profile of chicken preadipocytes treated with DMIOA alone and a combination of DMIOA and 20(S)

The gene expression data indicated that of 212 differentially expressed genes, 90 were over-expressed in cells treated with DMIOA alone (Additional file 5), and 122 were over-expressed in those treated with a combination of DMIOA and 20(S) (Additional file 6). 

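The arrays labelled DMIOA+20(S) and DMIOA were compared in the same limma fit of all 9 arrays, so both comparisons use the arrays labelled DMIOA. Of 38439 probe sets, limma called 0 higher and 0 lower on the arrays labelled DMIOA+20(S), with 1099 at an unadjusted p under 0.05 and a smallest adjusted p of 0.977. The methods' t-test called 0 after Benjamini-Hochberg adjustment and 5 probe sets before it, all 5 higher on the arrays labelled DMIOA+20(S) and named after their values were seen. They belong to COL3A1, a fibrillar collagen (log2 fold change 1.85), NAMPTP1 (2.01), WBP1L (1.32), DISP1, which releases hedgehog ligands from cells (1.56), and another probe set of GFPT2 (2.29). On single arrays, DMIOA 2 and DMIOA 3 correlated at r = 0.993 over all probe sets, DMIOA+20(S) 1 and 2 at r = 0.993, and DMIOA+20(S) 2 and 3 at r = 0.995, whereas DMIOA 1 and DMIOA 3 correlated at r = 0.971. For the 212 probe sets that the paper lists in this comparison, the labels gave 0 of its log2 fold changes within 0.001 and its sign for 22.6%. The closest other assignment of the arrays gave its sign for 100%. The paper's values given below are therefore not differences between these labelled groups.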

Hierarchical clustering of all genes differentially expressed between cells treated with DMIOA and those treated with DMIOA + 20(S) and the top 20 genes differentially expressed between the two groups are indicated in Additional files 7 and 8, respectively.

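ENPP2, which makes lysophosphatidic acid, measured 7.21 ± 4.62 (log2, SD, n = 3) on the arrays labelled DMIOA and 10.18 ± 0.46 (SD, n = 3) on those labelled DMIOA+20(S), a log2 fold change of 2.97 (standard error 2.52, adjusted p = 0.977 from limma). Without the array labelled DMIOA 1, on which ENPP2 read 1.92, the log2 fold change was 0.32. FADS2, a desaturase of polyunsaturated fatty acids, had a log2 fold change of -0.25 (standard error 0.88) and the acetoacetate-activating enzyme AACS 0.30 (standard error 0.66). FGF7, a growth factor for epithelial cells, differed by 0.20, the amino acid transporter SLC16A10 by 0.39, the noradrenaline transporter SLC6A2 by 0.63, the proteoglycan GPC1 by 0.28, the carotene-cleaving BCO1 by 0.42 and the thyroid hormone deiodinase DIO2 by -0.74. The paper's reported log2 fold changes are -1.66 for FADS2, -2.22 for AACS, -1.64 for BCO1 and -1.04 for DIO2. Across 26 measured genes that the paper names as higher with DMIOA alone, log2 fold changes ran from -0.74 to 2.97 with a median of 0.25, and 5 were below 0. None of the 26 passed limma's test over all probe sets or adjusted over the list alone, which is not independent evidence, since the paper chose these genes on the same arrays.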

Genes over-expressed in cells treated with DMIOA alone compared with those treated with DMIOA + 20(S) include those involved in lipid metabolism such as ectonucleotide pyrophosphatase/phosphodiesterase 2 (ENPP2), 7-dehydrocholesterol reductase (DHCR7), 24-dehydrocholesterol reductase (DHCR24), 3-hydroxy-3-methylglutaryl-CoA reductase (HMGCR), farnesyl-diphosphate farnesyltransferase 1 (FDFT1), and farnesyl diphosphate synthase (FDPS), small molecule biochemistry such as solute carrier family 16 member 10 (SLC16A10), fibroblast growth factor 7 (FGF7), StAR-related lipid transfer (START) domain containing 4 (STARD4), and insulin induced gene 1 (INSIG1), molecular transport such as fatty acid desaturase 2 (FADS2), solute carrier family 6 member 2 (SLC6A2), glypican 1 (GPC1), and CD molecule 36 (CD36), and vitamin and mineral metabolism such as beta-carotene 15,15′-monooxygenase (BCMO1), acetoacetyl-CoA synthetase (AACS), androgen receptor (AR), and hydroxysteroid (17-beta) dehydrogenase 7 (HSD17B7). 

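The cytokine IL6 measured 5.39 ± 1.98 (log2, SD, n = 3) on the arrays labelled DMIOA and 3.14 ± 0.64 (SD, n = 3) on those labelled DMIOA+20(S), a log2 fold change of -2.26 (standard error 1.12, adjusted p = 0.977 from limma). IL8L1 and IL8L2, both chicken homologs of interleukin 8, had log2 fold changes of -0.45 and 1.54 (standard errors 0.86 and 2.34). IL8L2 read 3.51, 9.32 and 11.85 on DMIOA 1, 2 and 3, and 9.76, 8.68 and 10.86 on DMIOA+20(S) 1, 2 and 3. The low value on DMIOA 1 sets its positive difference. CDK6, a kinase of the G1 phase, differed by 0.05, the adenosine receptor ADORA2B by -0.58, the ligand TNFSF15 by -0.69, the neuropeptide VIP by -0.81 and CPEB1, which regulates polyadenylation of mRNA, by -0.49. For the adhesion molecule VCAM1, the matrix protein SPON2 and the lipoprotein receptor VLDLR the differences were -0.08, -0.63 and -0.03. The paper's reported log2 fold changes are 2.30 for IL8L1, 1.82 for IL8L2, 2.71 for VCAM1, 1.24 for VLDLR and 1.29 for ADORA2B. Of 26 measured genes that the paper names for DMIOA+20(S), 7 were above 0 and 19 below, from -2.26 to 1.54 with a median of -0.46. The limma test called none of them over all probe sets and 0 adjusted over the list alone, and the list, chosen by the paper on these arrays, is not independent evidence.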

Genes over-expressed in cells treated with DMIOA + 20(S) compared with those treated with DMIOA alone include those involved in cellular growth and proliferation such as CD molecule 44 (CD44), cyclin dependent kinase 6 (CDK6), interleukin 1 beta (IL1B), interleukin 6, and 8 (IL6, and 8), cellular development such as adenosine A2b receptor (ADORA2B), ATP synthase (ATP6), tumor necrosis alpha induced protein 3 (TNFAIP3), and tumor necrosis factor (ligand) superfamily, member 15 (TNFSF15), cellular movement such as chemokine (C-C motif) ligand 20 (CCL20), cholecystokinin (CCK), and vasoactive intestinal polypeptid (VIP), and cell-to-cell signaling and interaction such as vascular cell adhesion molecule 1 (VCAM1), spondin 2, extracellular matrix protein (SPON2), very low density lipoprotein receptor (VLDLR), and cytoplasmic polyadenylation element binding protein 1 (CPEB1). The gene ontology (GO) terms (cellular and molecular functions) and functional groups (canonical pathways) of genes differentially expressed between cells treated with DMIOA alone and those treated with DMIOA + 20(S) are shown in Figures 6, 7 and 8, respectively. The results of functional (pathway) analysis indicated that the majority of genes over-expressed in cells treated with DMIOA relative to those treated with DMIOA + 20(S) are involved in cholesterol biosynthesis I, II and III pathways (Figure 7). On the other hand, the majority of genes over-expressed in cells treated with DMIOA + 20(S) are involved in hepatic cholestasis, IL-6, IL-10, and LPS (IL-1) mediated inhibition of RXR function (Figure 8).

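Cholesterol synthesis genes lay close to 0 between the arrays labelled DMIOA+20(S) and DMIOA, with 12 of 19 above 0 and a median log2 fold change of 0.04 (adjusted p = 0.342 from camera, direction up). HMGCS1, an enzyme of the early steps of the pathway, measured 8.52 ± 1.37 (log2, SD, n = 3) on the arrays labelled DMIOA and 8.56 ± 1.65 (SD, n = 3) on those labelled DMIOA+20(S). It read 8.97, 9.62 and 6.98 on the arrays labelled DMIOA 1, 2 and 3, and 9.64, 9.39 and 6.66 on DMIOA+20(S) 1, 2 and 3, a log2 fold change of 0.04 (standard error 0.98, adjusted p = 0.998 from limma). FDPS and FDFT1, which build farnesyl diphosphate and squalene, differed by -0.12 and 0.24, and LSS, which closes the sterol rings, by -0.03. Among the enzymes that trim lanosterol to cholesterol, MSMO1, NSDHL and HSD17B7 differed by 0.16, -0.16 and 0.71. The paper's reported log2 fold changes are -2.74 for HMGCS1, -2.23 for FDPS, -1.39 for FDFT1, -2.62 for LSS, -2.16 for MSMO1 and -2.31 for NSDHL. As said above, the paper's values for this comparison are not differences between these labelled groups.
None of the 19 genes was called by limma, and 0 were when adjusted over the list alone. On single arrays the list's median, relative to the mean of the 9 arrays, was 0.17, 0.90 and -0.38 on DMIOA 1, 2 and 3, and 0.91, 0.69 and -0.66 on DMIOA+20(S) 1, 2 and 3. The list was called higher without the array labelled DMIOA 2 (adjusted p = 0.0285) and without DMIOA+20(S) 3 (adjusted p = 0.00114), and was not called with any other array left out.

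**Figure D2:**
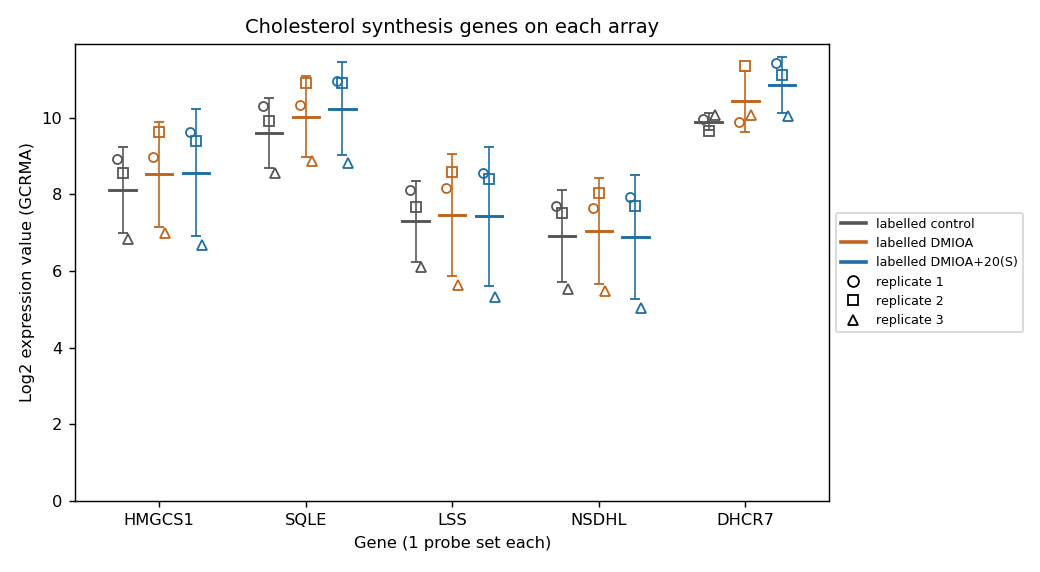
Log2 expression values (GCRMA) of HMGCS1, SQLE, LSS, NSDHL and DHCR7 on each of the 9 arrays by labelled group, with a marker per array (circle, square and triangle for replicates 1, 2 and 3), a line at the group mean and a bar of 1 SD. For HMGCS1, DMIOA 2 lies at 9.62 and DMIOA 3 at 6.98.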

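Response genes of NF-kB and interleukin-1, a transcription factor and a cytokine of inflammation, had a median log2 fold change of -0.11 on the arrays labelled DMIOA+20(S) against DMIOA, with 9 of 30 above 0 (adjusted p = 0.282 from camera, direction down). PTGS2, the inducible prostaglandin synthase, had a log2 fold change of -0.13 (standard error 0.18), NFKB2, a subunit of NF-kB, -0.20 (standard error 0.14) and IRF1, an interferon-regulated transcription factor, -0.36 (standard error 0.27). Relative to the mean of the 9 arrays, the list's median was -0.35, -0.39 and 0.74 on the arrays labelled DMIOA 1, 2 and 3, and -0.25, -0.32 and 0.64 on DMIOA+20(S) 1, 2 and 3. The list was called lower without DMIOA 2 (adjusted p = 0.0285) and without DMIOA+20(S) 3 (adjusted p = 0.00257).
Genes of xenobiotic metabolism, which nuclear receptors that pair with RXR regulate, had a median of 0.10 and a mean of -0.07, which differ in sign, with 10 of 17 above 0 (adjusted p = 0.582, direction up). The bile acid enzyme CYP7B1 differed by 0.03 and the transporter ABCB1 by -0.59. CYP7B1 had means below the array medians and NFKB2 close to them, so their differences do not show whether they changed. In both lists limma called 0 members over all probe sets and 0 adjusted over the list alone.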

**Figure 6:**
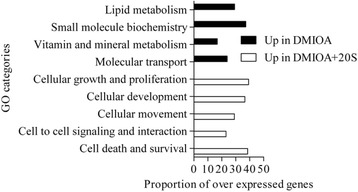
**The top significantly changed GO terms (molecular and cellular functions) with the proportion of genes involved among these over-expressed in cells treated with an adipogenic cocktail (DMIOA) (black bars) and those treated with a combination of DMIOA and 5 μM 20(S) (white bars) relative to each other.** Lists of genes over-expressed in a given treatment group relative to the other were imported into IPA and the number of genes that were associated with a given GO term in the IPA data base was determined at P ≤ 0.0001. The P-value, calculated using the right-tailed Fisher Exact Test, is a measure of the likelihood that the association between the number of focus genes in the data set and a given GO term is due to random chance. The smaller the P-value is the less likely that the association is random and the more significant the association is. The p-value for a given GO term was calculated by considering the number of focus genes that participate in a given GO term and the total number of genes that are known to be associated with that GO term in the Ingenuity Knowledge Base. Then, the proportion of genes in a given GO term was calculated by dividing the number of genes determined by IPA that are associated with a given GO term in the Ingenuity® Knowledge Base by the total number of genes over-expressed in one treatment group relative to the other multiplied by 100.

**Figure 7:**
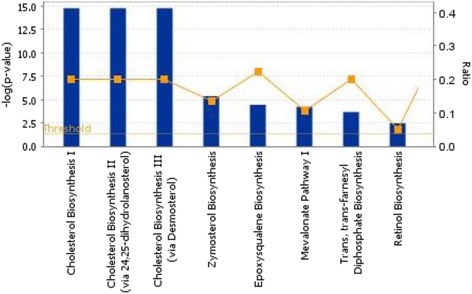
**Functional grouping of genes that were over-expressed in cells treated with an adipogenic cocktail (DMIOA) relative to those treated with a DMIOA + 5 μM 20(S)-hydroxycholesterol showing the most significant functional groups, with P values, 0.05.** The bars represent the P-value in a logarithmic scale for each functional group.

**Figure 8:**
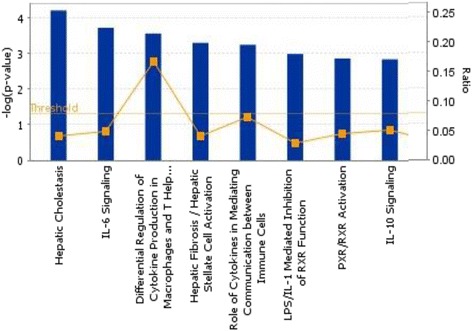
**Functional grouping of genes that were over-expressed in preadipocytes treated with an adipogenic cocktail (DMIOA) + 5 μM 20(S)-hydroxycholesterol relative to those treated with DMIOA alone showing the most significant functional groups, with P values, 0.05.** The bars represent the P-value in a logarithmic scale for each functional group.

Key gene networks showing the relationships between molecules over-expressed in cells treated with DMIOA and those treated with DMIOA + 20(S) relative to each other are presented in Figures 9 and 10. One of the gene networks that were affected by DMIOA treatment is a lipid metabolism gene network including signaling molecules such as INSIG1, STARD4, SQLE and others (Figure 9), whereas the network affected by DMIOA + 20(S) includes genes that are involved in interleukin signaling pathways such as IL-1, IL-1R, IL1RL2, TNFAIP3, CCL20 (Figure 10).

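SQLE, the squalene epoxidase of the cholesterol pathway, had a log2 fold change of 0.20 (standard error 0.75, adjusted p = 0.988 from limma) on the arrays labelled DMIOA+20(S) against DMIOA. Of 11 genes of sterol uptake and sensing, 3 were above 0 and the median was -0.10 (adjusted p = 0.342 from camera, direction down). SREBF2, which switches on cholesterol synthesis, differed by -0.19 and SOAT1, which esterifies cholesterol, by 0.64. The interleukin-1 receptor IL1R1 measured 11.68 ± 1.49 (log2, SD, n = 3) on the arrays labelled DMIOA and 12.54 ± 0.26 (SD, n = 3) on those labelled DMIOA+20(S), and IL1RL2, the receptor of interleukin 36, 5.89 ± 1.81 and 6.60 ± 0.42 (SD, n = 3). None of these genes was called by limma, nor any of the sterol list when adjusted over the list alone.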

**Figure 9:**
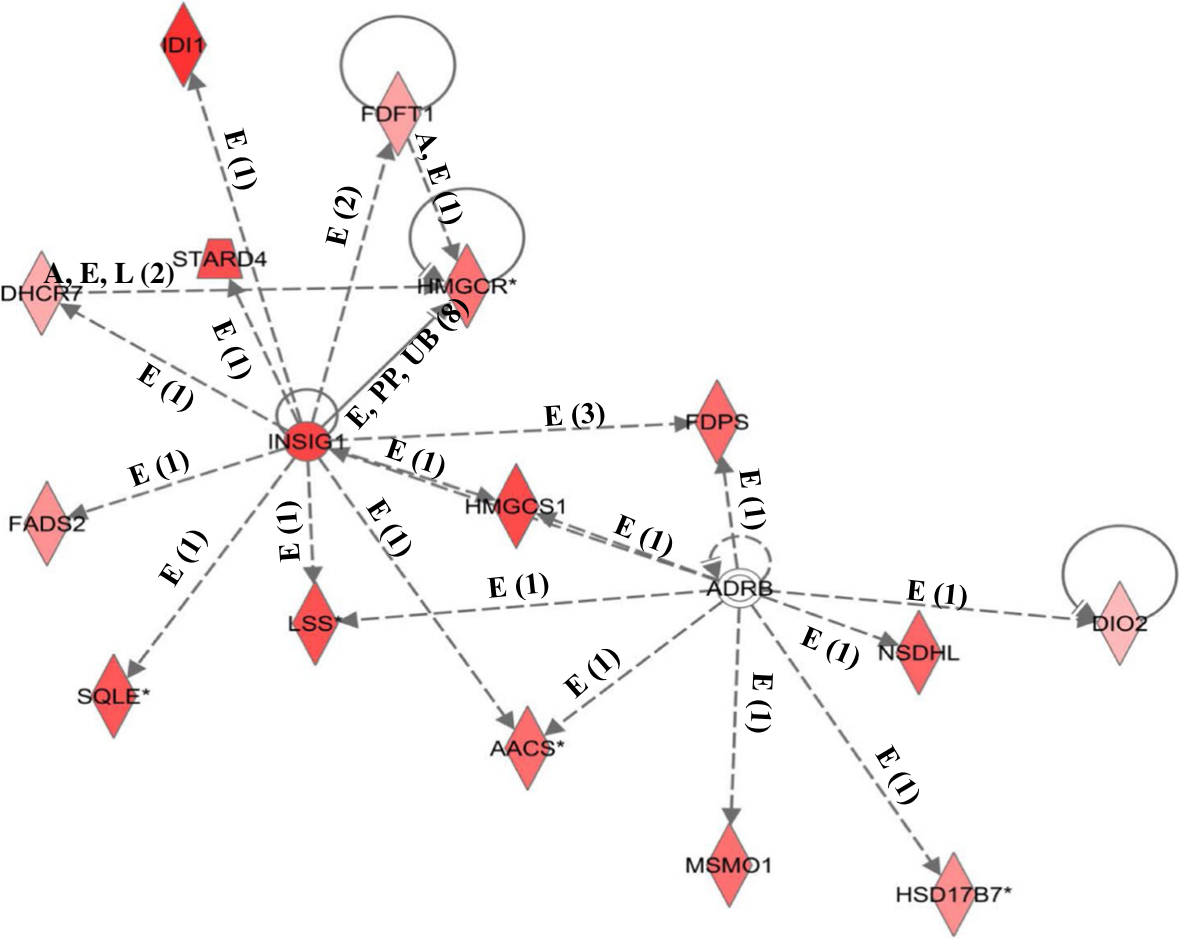
**An example of a gene network (lipid metabolism) showing the relationships between molecules over-expressed in cells treated with an adipogenic cocktail (DMIOA) compared with those treated with a combination of DMIOA and 5 μM 20(S)-hydroxycholesterol.** The type of the association between two molecules is shown as a letter on the line that connects them. The number in parenthesis next to the letter represents the number of bibliographic references currently available in the Ingenuity Pathways Knowledge Base that support each one of the relationships. Direct or indirect relationships between molecules are indicated by solid or dashed lines connecting them, respectively. A = activation, E = increase in expression, PP = protein-protein interaction, L = proteolysis, and UB = ubiquitination. Rhombus shape indicates that the molecule belongs to the family of enzymes, whereas circular shape indicates the molecule belongs to other families.

**Figure 10:**
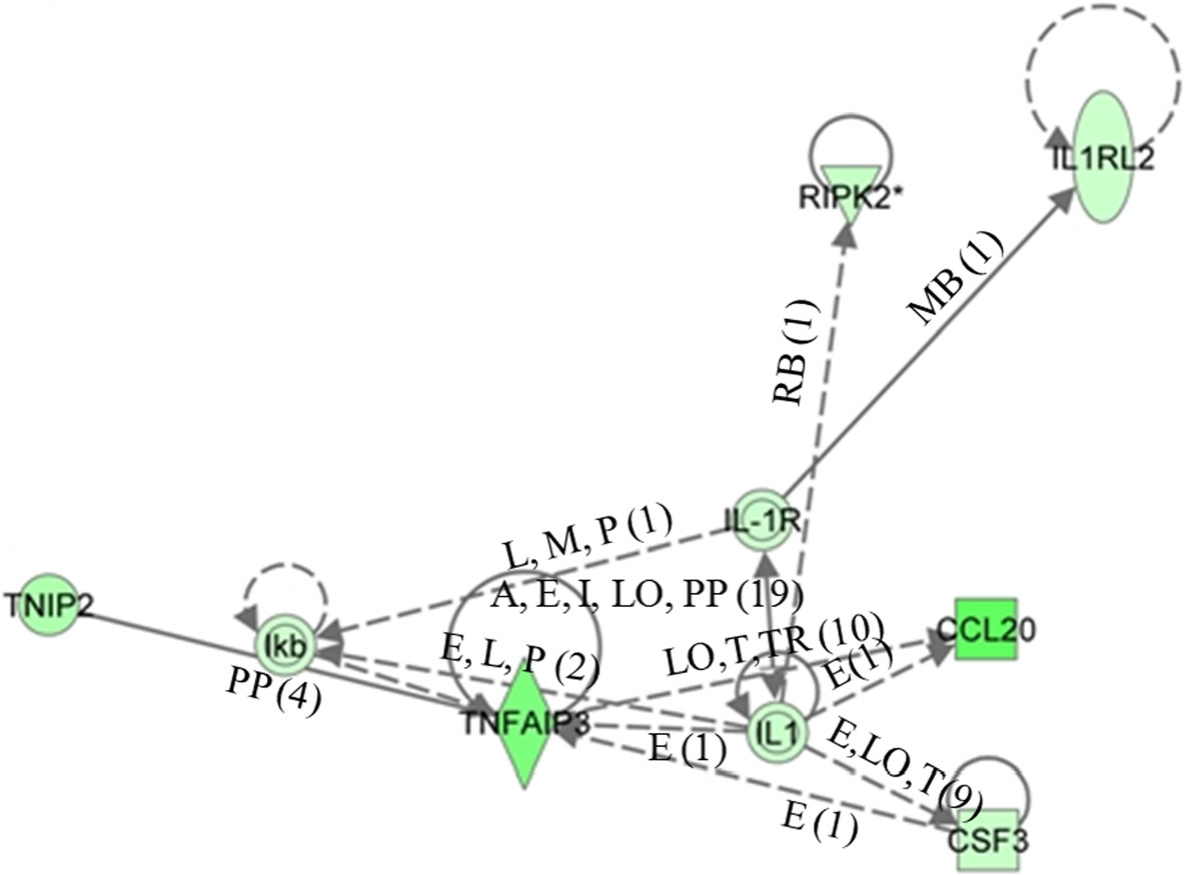
**An example of a gene network (cell-to-cell signaling) showing the relationships between molecules over-expressed in cells treated with an adipogenic cocktail (DMIOA) + 5 μM 20(S)-hydroxycholesterol compared with those treated with DMIOA alone.** The type of the association between two molecules is shown as a letter on the line that connects them. The number in parenthesis next to the letter represents the number of bibliographic references currently available in the Ingenuity Pathways Knowledge Base that support each one of the relationships. Direct or indirect relationships between molecules are indicated by solid or dashed lines connecting them, respectively. P = phosphorylation, A = gene activation, E = increase in expression, PP = protein-protein interaction, MB = membership in complex, LO = localization, L = proteolysis, RB = regulation of binding, TR = Translocation and T = Transcription. Triangular, rectangular, oval, and circular shapes indicate that, the molecule represented belongs to the family of phosphatases, growth factors, transmembrane receptors, and others, respectively.

### Validation of microarray data using quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR)

In order to validate the microarray data, we selected representative genes and analyzed their expression using qRT-PCR. 

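HAS2, which makes hyaluronan in the extracellular matrix, measured 4.85 ± 3.34 (log2, SD, n = 3) on the arrays labelled control and 7.08 ± 3.67 (SD, n = 3) on those labelled DMIOA. This is a log2 fold change of 2.22 (standard error 2.00, adjusted p = 0.994 from limma), or 4.66-fold. The paper's RT-PCR fold for HAS2 is 0.8. Single arrays read 2.99, 2.86 and 8.71 for control 1, 2 and 3, and 2.84, 9.11 and 9.28 for DMIOA 1, 2 and 3.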

Except for one gene, HAS2, the results were consistent with the microarray data. Additionally, correlation analysis of the microarray and qRT-PCR data showed a strong positive correlation (r = 0.989; P < 0.001) between the two data sets. 

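Over the 12 genes of Table 2, the fold differences between labelled groups of arrays and the paper's RT-PCR folds, made from the same RNA samples, had a Pearson r of 0.898 (permutation test, 2-sided p = 0.0232) and a Spearman rho of 0.364 (permutation test, 2-sided p = 0.249). MMP1, an interstitial collagenase, sets this r, with 9.89-fold on the arrays and 367-fold in the paper's RT-PCR. On log2 scales r was 0.504 (permutation test, p = 0.0938). On the untransformed folds it was 0.108 without MMP1 (permutation test, p = 0.778). Without MMP1 and HAS2, the genes farthest from the median array fold, r on the untransformed folds was 0.540. With the array values of Table 2 in place of those by label, of which the one for HAS2 is on the log2 scale and the other 11 are folds, r was 0.989 (permutation test, p = 0.00214) and rho 0.490 (permutation test, p = 0.109), and without MMP1 and APOA1 r was 0.232. After Benjamini-Hochberg adjustment over the 10 p-values of Pearson's and Spearman's tests, the p was 0.0773 for the r of 0.898 and 0.0214 for the r of 0.989. The 12 values are across genes, which are not independent replicates.

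**Figure D3:**
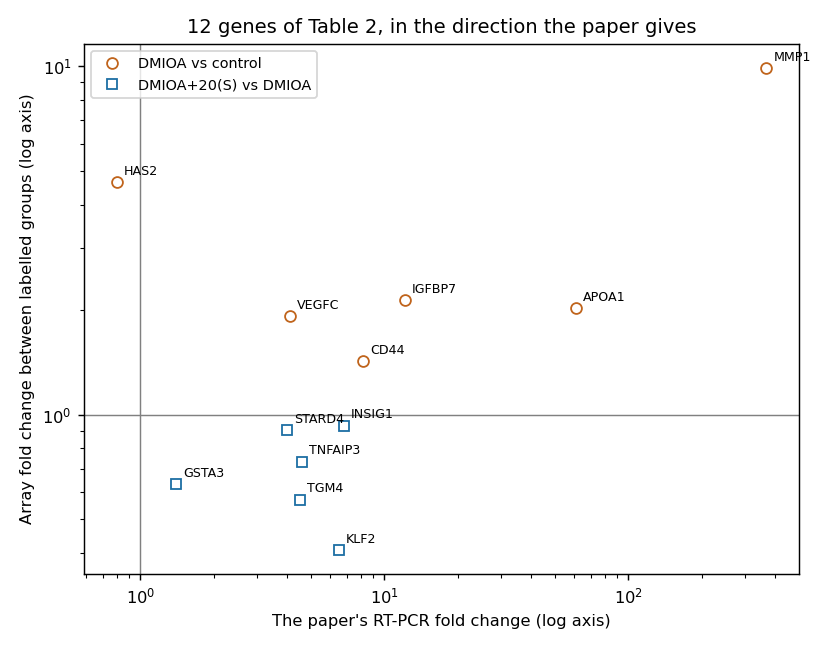
Fold difference on the arrays by label against the paper's RT-PCR fold for the 12 genes of Table 2, both on log axes and both in the direction that the paper gives. MMP1 lies apart at 9.89 and 367, and HAS2 at 4.66 and 0.8.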

Microarray and RT-PCR fold differences are shown in Table 2.

**Table 2:** **Fold change and probability values of qRT-PCR and micro array data**

**Gene name**	**Fold change**		**P value**	
	**RT-PCR**	**Micro array**	**RT-PCR**	**Micro array**
CD44	8.2	5.5	P = 0.02	P = 0.011
IGFBP7	12.1	9.1	P = 0.0002	P = 0.046
VEGFc	4.1	8.5	P = 0.0001	P = 0.027
MMP1	367	598.0	P = 0.001	P = 0.001
APOA1	61.0	12.2	P = 0.0009	P = 0.021
STARD4	4.0	6.2	P = 0.0008	P = 0.043
INSIG1	6.8	6.9	P = 0.0005	P = 0.012
TGM4	4.5	4.2	P =0.0004	P = 0.032
TNFAIP3	4.6	9.7	P = 0.001	P = 0.008
GSTA3	1.4	5.9	P = 0.04	P = 0.049
KLF2	6.5	3.9	P = 0.001	P = 0.04
HAS2	0.8	6.2	P = 0.15	P = 0.00048

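The hyaluronan receptor CD44 was 1.43-fold higher on the arrays labelled control than on those labelled DMIOA, against 8.2-fold in the paper's RT-PCR. Its log2 values were 7.40 ± 0.34 (SD, n = 3) and 6.89 ± 1.18 (SD, n = 3). IGFBP7, which binds insulin-like growth factors, was 2.13-fold higher on the arrays labelled control (the paper's RT-PCR, 12.1) and the lymphatic growth factor VEGFC 1.91-fold (the paper's RT-PCR, 4.1). The collagenase MMP1 measured 4.69 ± 5.07 (SD, n = 3) on the arrays labelled control and 7.99 ± 4.82 (SD, n = 3) on those labelled DMIOA, a log2 fold change of 3.31 (standard error 2.83, adjusted p = 0.994 from limma). MMP1 read 1.77, 1.75 and 10.54 on control 1, 2 and 3, and 2.44, 10.99 and 10.56 on DMIOA 1, 2 and 3. APOA1, the main protein of high-density lipoprotein, was 2.02-fold higher on the arrays labelled DMIOA (the paper's RT-PCR, 61). Their log2 fold changes of -1.09 for IGFBP7, -0.94 for VEGFC and 1.02 for APOA1 had standard errors of 1.02, 0.89 and 1.13, and limma called none of the 5 genes. For CD44 and APOA1 the probe set with the highest mean is not the one that the paper lists, on which the log2 fold changes were -0.67 and 1.08.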

CD44, IGFBP7, and VEGFc were genes over expressed in control cells and MMP1 and APOA1 were genes over expressed in cells treated with DMIOA relative to each other. Similarly, STARD4, INSIG1, and TGM4 were genes over expressed in DMIOA treated cells whereas TNFAIP3, GSTA3, and KLF2 were genes over expressed in cells treated with DMIOA + 20(S) relative to each other.

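On the arrays labelled DMIOA, STARD4, which carries cholesterol through the cytosol, was at 0.902 times its level on those labelled DMIOA+20(S), INSIG1, which holds back sterol synthesis, at 0.929 times and TGM4, a transglutaminase, at 0.570 times. The paper's RT-PCR folds for them are 4, 6.8 and 4.5. The probe sets that the paper lists for STARD4 and INSIG1 are others than those with the highest mean and gave 0.776 and 0.930 times. In the other direction, TNFAIP3, an inhibitor of NF-kB, was at 0.733 times on the arrays labelled DMIOA+20(S) relative to DMIOA, GSTA3, a glutathione transferase, at 0.631 times and KLF2, a Kruppel-like transcription factor, at 0.408 times. For these the paper's RT-PCR folds are 4.6, 1.4 and 6.5. TGM4 measured 3.74 ± 1.65 (log2, SD, n = 3) on the arrays labelled DMIOA and 4.55 ± 1.48 (SD, n = 3) on those labelled DMIOA+20(S), and GSTA3 6.77 ± 1.31 and 6.11 ± 1.41 (SD, n = 3). Their log2 fold changes of 0.81 (standard error 0.93) and -0.67 (standard error 0.86) each had an adjusted p of 0.977 from limma.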

## Discussion

### The role of microarray in chicken transcriptomics

The use of microarray in chicken transcriptome analysis is recently increasing. For instance, microarray-based gene expression studies were conducted on adipose tissues collected from 7- [25] and 9- [26] wk old broiler chickens to identify genes differentially expressed between fat and lean lines. Systematic identification of candidate genes and new pathways related to intramuscular fat deposition in chicken breast tissues has also been made using gene expression profiles of two distinct breeds [27] showing the wide use of microarray in gene expression studies and identification of important pathways and biological processes in chicken.

### The effect of an adipogenic cocktail (DMIOA) on adipogenesis and expression of adipogenic genes

In the present study, we detected numerous genes over-expressed in preadipocytes treated with DMIOA compared with non-treated cells including ENPP2, RLN3, ADAMTS9, HPGD, LCN8, HPX, OLFM1, ST6GAL1, CHRDL2, CIDEC, CKB, AVPR2 and others (Additional file 2). 

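On the arrays labelled control, ENPP2 read 2.42, 2.28 and 9.56 for replicates 1, 2 and 3, and on those labelled DMIOA 1.92, 10.45 and 9.26. Its log2 fold change was 2.45 (standard error 2.52, adjusted p = 0.994 from limma), and the spread within each label was wider than this difference. CIDEC, which fuses lipid droplets in adipocytes, measured 4.93 ± 2.94 (log2, SD, n = 3) on the arrays labelled control and 6.72 ± 2.94 (SD, n = 3) on those labelled DMIOA. RLN3, a relaxin family peptide, had a log2 fold change of 3.07 (standard error 2.10), HPGD, which inactivates prostaglandins, 2.50 (standard error 1.96) and CHRDL2, an antagonist of bone morphogenetic proteins, 2.01 (standard error 1.71). The lipocalin LCN8, the olfactomedin OLFM1, the sialyltransferase ST6GAL1, the creatine kinase CKB and the vasopressin receptor AVPR2 differed by 2.19, 1.33, 1.61, 2.04 and 1.63. The paper's reported log2 fold changes are 8.24 for ENPP2, 5.59 for CIDEC, 7.54 for RLN3 and 6.79 for HPGD. None of these genes was called by limma.

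**Figure D4:**
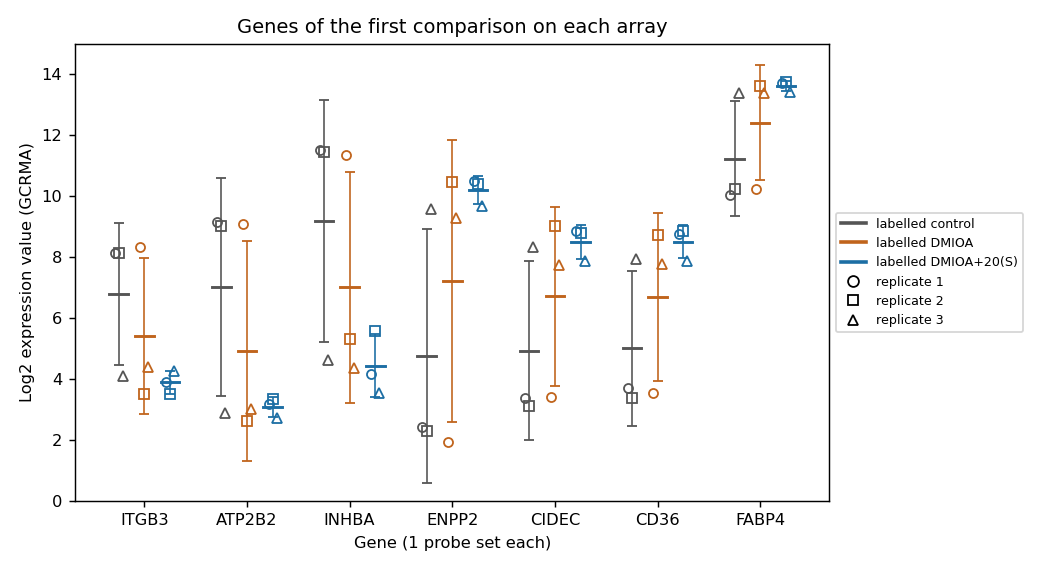
Log2 expression values (GCRMA) of ITGB3, ATP2B2, INHBA, ENPP2, CIDEC, CD36 and FABP4 on each of the 9 arrays by labelled group, with a marker per array (circle, square and triangle for replicates 1, 2 and 3), a line at the group mean and a bar of 1 SD. ENPP2 lies at 1.92 on DMIOA 1 and at 10.45 on DMIOA 2.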

Although some of the genes over-expressed in preadipocytes treated with DMIOA relative to non-treated cells are known to have roles in adipogenesis, the majority of them are genes with currently unknown function related to adipogenesis. Although we believe that the study of these genes may provide new insight about adipogenesis, only genes that are known to have direct or indirect roles in adipogenesis and involved in known pathways and molecular functions are discussed here.

Fatty acids have been implicated as potent inducers of adipogenic genes in mammalian [28,29] and chicken [7,10] preadipocytes. Fatty acids, certain prostaglandins, and prostaglandin metabolites are known to function as ligands of PPARγ2 to induce adipogenic differentiation [30]. Treatment of 3 T3-L1 mouse preadipocytes with medium size fatty acids increases the expression of adipocyte specific transcription factors, such as PPARγ2, C/EBPα and sterol regulatory element binding protein 1 C (SREBP1C), and the major adipocyte marker genes, such as FABP4 and glycerol-3-phosphate dehydrogenase (GPDH) [28]. Rapid increase in PPARγ2 and FABP4 mRNA expression has been reported in preadipocytes isolated from broiler chicken between 9 and 12 hr of OA treatment [7]. 

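PPARG, the nuclear receptor that drives adipocyte differentiation, measured 8.76 ± 0.36 (log2, SD, n = 3) on the arrays labelled control and 8.60 ± 0.67 (SD, n = 3) on those labelled DMIOA, a log2 fold change of -0.16 (standard error 0.35, adjusted p = 0.994 from limma). CEBPA, a transcription factor of late adipogenesis, differed by 0.13 (standard error 0.10), the lipogenic transcription factor SREBF1 by 0.05 (standard error 0.17) and GPD1, the glycerol-3-phosphate dehydrogenase, by -0.17 (standard error 0.15). CEBPA (1.91 ± 0.09 and 2.05 ± 0.13, log2, SD, n = 3) and GPD1 (2.05 ± 0.09 and 1.88 ± 0.12, SD, n = 3) had means below the array medians, near the floor of GCRMA, where a change is not measurable. None of the 4 was called over all probe sets or adjusted over the list alone, and as the list follows the paper's statements on these arrays, it is not independent evidence.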

In the present study, PPARγ2 and C/EBPα mRNAs were not differentially expressed between cells treated with DMIOA and non-treated cells after 96 hr of incubation. These data are consistent with the findings of [7] where higher levels of PPARγ2 and C/EBPα mRNAs measured between 9–12 hr, and after 24 hr of incubation, respectively, were followed by a sharp decline, suggesting the induction of these genes during the early stages of differentiation as they were not differentially expressed in cells treated with DMIOA after 96 hr incubation in the present study.

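HDAC9, a class II histone deacetylase, measured 6.20 ± 2.47 (log2, SD, n = 3) on the arrays labelled control and 5.21 ± 2.39 (SD, n = 3) on those labelled DMIOA. The log2 fold change of HDAC9 was -0.99 (standard error 1.39, adjusted p = 0.994 from limma), smaller than the SD within each group. The paper's reported log2 fold change is -4.53.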

Histone deacetylase 9 (HDAC9) was over-expressed in non-treated cells compared with those treated with DMIOA (Additional file 1). Similarly, over-expression of HDAC9 reduces C/EBPα expression and adipogenesis, whereas its knock-out enhances the expression of C/EBPα and accelerated adipogenesis in 3 T3-L1 cell lines, demonstrating the anti-adipogenic effect of this gene [31].

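CEBPB, a transcription factor induced early in adipogenesis, measured 11.90 ± 0.51 (log2, SD, n = 3) on the arrays labelled control and 12.23 ± 0.63 (SD, n = 3) on those labelled DMIOA. This log2 fold change of 0.32 (standard error 0.34) had an adjusted p of 0.994 from limma, and the paper's reported value is 1.51.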

Higher expression of one of the key adipocyte specific transcription factors, C/EBPβ, was also measured in cells treated with DMIOA compared with non-treated control cells, and this is consistent with the findings of [7] where its expression level has been progressively increased after 24 hr of incubation, showing an increasing trend with incubation time. However, our data are not fully consistent with the results from 3 T3-L1 mouse preadipocytes study where higher expression of SREBP1C and GPDH activities have been reported [28], explaining the possible inter-species and incubation time differences in the characteristics of adipocyte differentiation.

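AGTR2, the second angiotensin II receptor, had a log2 fold change of 1.32 (standard error 1.12, adjusted p = 0.994 from limma) on the arrays labelled DMIOA against control. MAP3K8, a kinase of the inflammatory MAPK pathway, measured 3.69 ± 1.63 (log2, SD, n = 3) on the arrays labelled control and 4.49 ± 1.72 (SD, n = 3) on those labelled DMIOA. PTX3, a pentraxin secreted in inflammation, had a log2 fold change of 1.20 (standard error 0.72). The paper's reported log2 fold changes are 4.28 for AGTR2 and 2.12 for MAP3K8. Neither AGTR2, MAP3K8 nor PTX3 was called by limma.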

The ingenuity pathway analysis indicated that treatment of preadipocytes with DMIOA increased the expression of genes involved in lipid metabolism, including CD36, AGTR2, MAP3K8, APOA1, PTX3, HMOX1 and others (Figure 3). CD36 is a fatty acid transporter molecule that has been implicated to play a functional role in the differentiation of 3 T3-F442A murine preadipocytes into matured adipocytes in in-vitro and in-vivo environments [32], and impaired fatty acid influx and triglyceride synthesis were reported in adipocytes lacking CD36 [33]. 

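On the arrays labelled control 1, 2 and 3, the fatty acid transporter CD36 read 3.71, 3.36 and 7.93 on the log2 scale, and on those labelled DMIOA 1, 2 and 3 it read 3.55, 8.72 and 7.76. The group means of 5.00 ± 2.54 (SD, n = 3) and 6.68 ± 2.75 (SD, n = 3) give a log2 fold change of 1.68 (standard error 1.53, adjusted p = 0.994 from limma), which is within the spread of the arrays of each label. The paper's reported log2 fold change for CD36 is 5.24.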

Higher expression of CD36 in cells treated with DMIOA compared with non-treated cells in the present study suggests the importance of this transcript in the adipogenesis of hen fat cells.

MAP3K8 is specifically involved in IL-1β and tumor necrosis alpha (TNF-α) activated MAPK pathway in adipocytes and up-regulated in adipose tissue of obese subjects [34]. Similarly, pentraxin 3 (PTX3) mRNA levels were higher in adipose tissue of genetically obese mice versus control mice [35]. However, whether this higher expression of PTX3 and MAP3K8 in adipose tissue of genetically obese subjects and in DMIOA treated cells is associated with their roles in adipogenesis is not well understood.

Another interesting gene highly expressed in DMIOA treated cells, but not in agreement with the result from mouse study, was heme oxygenase 1 (HMOX1). 

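HMOX1 measured 7.75 ± 1.18 (log2, SD, n = 3) on the arrays labelled control and 8.46 ± 1.39 (SD, n = 3) on those labelled DMIOA, a log2 fold change of 0.71 (standard error 0.74, adjusted p = 0.994 from limma). The paper's reported value is 2.42. HMOX1 is a target of NRF2, the transcription factor of the oxidative stress response, and 17 of 24 genes of that response were above 0, with a median of 0.11 (adjusted p = 0.126 from camera, direction up). OSGIN1, an inhibitor of growth induced by oxidative stress, had a log2 fold change of 1.33, the plasma glutathione peroxidase GPX3 0.95 and the quinone reductase NQO1 0.06. Limma called 0 of them over all probe sets and 0 adjusted over the list alone. The list was called higher without the array labelled DMIOA 2 (adjusted p = 0.0195) and without control 3 (adjusted p = 0.00856).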

HMOX1 has been reported to lower the elevated levels of key adipogenic genes, such as PPARγ, FABP4, C/EBPβ, and Wnt5B, but increased the expression of anti-adipogenic transcription factors, such as sonic hedgehog (Shh), Wnt10B and β-catenin, in adipocytes isolated from mice fed a high fat diet [36]. However, whether this observed difference is attributed to inter-species differences or high fat diet need to be elucidated.

We found higher transcript expression for arginase 2 (ARG2), hemopexin (HPX), and vitronectin (VTN) in cells treated with DMIOA compared with non-treated cells. These genes are involved in liver X receptor (LXR)/Retinoid X receptor (RXR) activation pathway, indicating OA possibly induce adipogenesis in hen fat cell through activation of LXR/RXR pathways. 

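ARG2, the mitochondrial arginase, measured 4.59 ± 1.86 (log2, SD, n = 3) on the arrays labelled control and 5.93 ± 2.07 (SD, n = 3) on those labelled DMIOA, a log2 fold change of 1.34 (standard error 1.17, adjusted p = 0.994 from limma). HPX, which binds free heme in plasma, had a log2 fold change of 2.21 (standard error 1.74) and the adhesive glycoprotein VTN 0.87 (standard error 0.94). The paper's reported log2 fold changes are 3.56 for ARG2, 6.20 for HPX and 3.12 for VTN. Of 12 direct targets and members of the liver X receptor pathway, 8 were above 0, with a median of 0.02 (adjusted p = 0.687 from camera). The cholesterol exporters ABCA1 and ABCG1 differed by 0.01 and -0.13 but had means below the array medians under both labels, where a change is not measurable, and 0 genes of this list were called over all probe sets or adjusted over the list alone.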

The role/s of LXR/RXR pathway appears to vary from cells to cells and from species to species. For instance, suppression of LXRα markedly reduces the expression of lipogenic (FAS and SREBP1C) and adipogenic transcription factors (PPARγ2 and FABP4) and adipogenesis in 3 T3-L1 mouse cells [37]. Similarly, suppression of LXR negatively regulates adipogenesis in C57BL/6 mouse cells [38] suggesting that LXRα can be an important transcription factor mediating adipocyte differentiation as well as adipogenic gene expression. On the contrary, knock-down of LXRα and LXRβ in mouse M2 bone marrow stromal cells significantly reduced the expression of key osteogenic genes, BSP, OCN, and HES1, showing the critical role of LXRs in regulating mouse MSC osteogenic differentiation [39] that has a reciprocal interaction with adipogenic differentiation. In another study, activation of LXRα resulted in lipolysis of human 3 T3-L1 cells [40] showing inter-species differences.

We also found higher expression of genes involved in IL-10 signaling, such as IL-1R1, IL-1RL1, and IL-1RL2, and these involved in lipopolysaccharide (LPS)/IL-1 mediated inhibition of RXR including FABP3, 4, 5, and SOD3 pathways in cells treated with DMIOA compared with non-treated cells. 

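All 6 measured receptors of the interleukin-1 family had a higher mean on the arrays labelled DMIOA than on those labelled control, with a median log2 fold change of 0.59 (adjusted p = 0.123 from camera). IL1RL1, the receptor of interleukin 33, read 4.54, 3.54 and 9.20 on the arrays labelled control 1, 2 and 3, and 4.13, 9.78 and 9.38 on DMIOA 1, 2 and 3, a log2 fold change of 2.00 (standard error 1.77, adjusted p = 0.994 from limma). IL1R1 and IL1RL2 differed by 0.88 and 0.81 (standard errors 0.90 and 1.07), the decoy receptor IL1R2 by 0.04 and the co-receptor IL1RAP by 0.36. SOD3, the extracellular superoxide dismutase, had a log2 fold change of 1.83 (standard error 1.51). The paper's reported log2 fold changes are 2.47 for IL1R1, 5.70 for IL1RL1, 2.42 for IL1RL2 and 4.55 for SOD3. No receptor was called over all probe sets or adjusted over the list alone. The list was called higher without the array labelled DMIOA 1 (adjusted p = 0.0262), without control 3 (adjusted p = 0.00356) and with replicates 1 and 2 only (adjusted p = 0.00856).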

Interleukin 10 (IL-10) is a potent anti-inflammatory and immunosuppressive cytokine mediating its pleiotropic effects on different immune cells through the trans-membrane heterotetrameric complex composed of IL-10R1 and IL-10R2 chains [41]. Adipose tissue is a rich source of anti-inflammatory factors such as IL-10 [42,43], and adipose size is an important determinant of adipokine secretion [44]. However, data showing the role of IL-10 signaling pathway itself in adipogenesis is not available and hence molecular mechanisms of the IL-10 and other signaling pathways in adipogenesis by DMIOA treatment is to be elucidated.

Fatty acid binding proteins (FABP3, 4 and 5) play important roles in adipogenic differentiation of fat cells in various species [7,10,45]. 

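FABP3, FABP4 and FABP5 carry fatty acids in the cytosol. FABP4 measured 11.22 ± 1.88 (log2, SD, n = 3) on the arrays labelled control and 12.41 ± 1.89 (SD, n = 3) on those labelled DMIOA, a log2 fold change of 1.18 (standard error 1.08, adjusted p = 0.994 from limma). For FABP3 it was 1.73 (standard error 1.66) and for FABP5 2.19 (standard error 1.59), and none of the 3 was called. The paper's reported log2 fold changes are 5.23 for FABP3, 3.51 for FABP4 and 5.67 for FABP5. Apart from the arrays, it also reports higher FABP4 expression with DMIOA in its pre-experiment (Figure 1C). FABP5 read 2.80, 2.99 and 7.50 on the arrays labelled control 1, 2 and 3, and 3.42, 8.68 and 7.77 on DMIOA 1, 2 and 3.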

Consistent with this, DMIOA treatment increased the expression of molecules involved in the lipid metabolism gene network such FABP3, 4 and 5, APOA1, LDL, and others (Figure 5). Although both FABP4 and FABP5 are expressed in adipose tissue, only the regulatory role of FABP4 in adipogenesis has been widely investigated. Increased expression of FABP4 has been reported in DMIOA-induced adipogenic differentiation of preadipocytes isolated from chicken [7,10]. A coordinated expression of FABP3, FABP4 and FABP5 together with that of PPARα, PPARγ1 and PPARγ2 is critical for metabolic regulation of adipogenesis in porcine preadipocytes [45]. Contrastingly, FABPs are not differentially expressed between fat and lean lines of 7-wk old broiler chicken [25].

It has been reported that basic fibroblast growth factor enhances PPARγ2 ligand-induced adipogenesis in rat MSC [46], and FGFR1 is a key regulator of adipogenesis in human [47,48]. In the present study, we also found higher expression of FGFR1 in cells treated with DMIOA compared to non-treated cells showing the involvement of this transcript in chicken adipogenesis.

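FGFR1, a receptor of basic fibroblast growth factor, measured 6.91 ± 0.32 (log2, SD, n = 3) on the arrays labelled control and 7.01 ± 0.60 (SD, n = 3) on those labelled DMIOA. Its log2 fold change of 0.10 (standard error 0.30) had an adjusted p of 0.995 from limma.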

### The effect of 20(S) hydroxycholesterol on adipogenesis and expression of adipogenic genes

Studies have indicated that specific oxysterols are capable of inhibiting the expression of several adipogenic transcription factors and adipogenesis in mammalian cells [15,16,18,19]. Here, we report for the first time that 20(S) inhibits the adipogenic differentiation of preadipocytes in laying hen.

It has been reported that treatment of murine M2-10B4 MSC with 20(S) completely inhibits troglitazone-induced PPARγ2 expression and adipocyte formation through the activation of the Hh signaling pathway [15]. Moreover, 20(S) induces the expression of notch target genes such as HEY 1/2 and HES1 in M2-10B4 pluripotent mouse stromal cells [39]. Osteogenic oxysterols have also been reported to inhibit adipogenesis and the expression of LPL and FABP4 in murine pluripotent MSC [16]. In this study, treatment of laying hen preadipocytes with 20(S) inhibited the mRNA expression of adipogenic differentiation marker (FABP4) and fatty acid transporter molecule (CD36) (Additional files 5 and 6). However, PPARγ2, LPL, C/EBPβ, C/EBPα and other adipogenic transcription factors were not differentially expressed between DMIOA and DMIOA + 20(S) treated cells. This could be attributed to the fact that these key adipogenic genes are induced during the earlier stages of adipogenic differentiation and hence their mRNA changes were not detected at the later stages, where cells already differentiated. 

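On the arrays labelled DMIOA 1, 2 and 3, FABP4 read 10.22, 13.60 and 13.39 on the log2 scale, and on DMIOA+20(S) 1, 2 and 3 it read 13.69, 13.73 and 13.42. Its log2 fold change between the labels was 1.21 (standard error 1.08, adjusted p = 0.977 from limma). CD36 measured 8.50 ± 0.54 (SD, n = 3) on the arrays labelled DMIOA+20(S), a log2 fold change of 1.82 (standard error 1.53) against those labelled DMIOA. Without DMIOA 1 the log2 fold changes were 0.11 for FABP4 and 0.26 for CD36. Neither gene was called by limma. Apart from its array lists, the paper reports lower FABP4 expression with DMIOA+20(S) than with DMIOA (Figure 2).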

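The log2 fold change of PPARG on the arrays labelled DMIOA+20(S) against DMIOA was 0.02 (standard error 0.35, adjusted p = 0.997 from limma). LPL, which releases fatty acids from lipoproteins, measured 5.11 ± 0.38 (log2, SD, n = 3) on the arrays labelled DMIOA and 5.91 ± 0.63 (SD, n = 3) on those labelled DMIOA+20(S), a log2 fold change of 0.80 (standard error 0.31, adjusted p = 0.977). CEBPB and CEBPA differed by 0.33 and 0.01 (standard errors 0.34 and 0.10), and CEBPA had means near the array floor under both labels. Limma called none of these genes, which the paper names as not differentially expressed. In a list of 7 that adds the hedgehog targets GLI1, PTCH1 and HHIP, which the paper does not name, 0 were called over all probe sets and 0 adjusted over the list alone, and the list is not independent evidence.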

Although 20(S) inhibits PPARγ2 expression and adipogenesis through the activation of the Hh signaling pathway in mouse MSC [15], Hh signaling pathway was not activated by 20(S) treatment in the present study explaining inter-species differences. This suggests that the anti-adipogenic effects of 20(S) may not be mediated through Hh signaling pathway in chicken. Additionally, the network analysis of genes over-expressed in DMIOA treated cells relative to DMIOA + 20(S) showed large proportion of molecules involved in lipid metabolism indicating the potential of 20(S) to reduce excessive fat accumulation (Figure 9). 

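The hedgehog targets GLI1, PTCH1 and HHIP, which rise when the pathway is active, had log2 fold changes of 0.02, 0.01 and -0.12 (standard errors 0.13, 0.21 and 0.24) on the arrays labelled DMIOA+20(S) against DMIOA. GLI1 measured 2.08 ± 0.07 (log2, SD, n = 3) and 2.10 ± 0.19 (SD, n = 3) under these labels, and HHIP 1.94 ± 0.47 and 1.82 ± 0.05 (SD, n = 3). These means lay below the array medians, near the floor of GCRMA, so they do not show whether GLI1 and HHIP changed. The repressor GLI3 differed by 0.27 and the signal transducer SMO by 0.06. Of 13 measured genes of the hedgehog pathway, 12 were above 0 with a median of 0.06 (adjusted p = 0.282 from camera), 0 were called by limma and 0 were when adjusted over the list alone. The adjusted p of the list stayed above 0.05 under every setting tried.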

We found over-expression of genes such as INSIG1, STARD4, DHCR7 and 24 and others in cells treated with DMIOA compared with those treated with DMIOA + 20(S). 

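INSIG1 measured 10.05 ± 1.36 (log2, SD, n = 3) on the arrays labelled DMIOA and 10.16 ± 1.48 (SD, n = 3) on those labelled DMIOA+20(S), a log2 fold change of 0.11 (standard error 0.91, adjusted p = 0.995 from limma). STARD4 differed by 0.15 (standard error 0.87), and DHCR7, a reductase of the last steps to cholesterol, by 0.43 (standard error 0.45). DHCR7 read 9.88, 11.34 and 10.07 on the arrays labelled DMIOA 1, 2 and 3, and 11.43, 11.12 and 10.03 on DMIOA+20(S) 1, 2 and 3. The paper's reported log2 fold change is -1.25 for DHCR7.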

Studies have indicated that INSIG1 is expressed in parallel with FABP4 in differentiating 3 T3-L1 mouse preadipocytes [49], and STARD4 mediates cholesterol transport during cholesterol homeostasis [50]. Genes involved in cell-to-cell signaling networks such as IL1, IL-1R, IL1RL2, CCL20, TNFAIP3, IKB, TNIP2, CSF3 and RIPK2 were also over-expressed in preadipocytes treated with DMIOA + 20(S) compared with those treated with DMIOA (Figure 10). 

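The chemokine CCL20 measured 3.22 ± 3.12 (log2, SD, n = 3) on the arrays labelled DMIOA and 2.75 ± 1.81 (SD, n = 3) on those labelled DMIOA+20(S), a log2 fold change of -0.47 (standard error 1.72, adjusted p = 0.988 from limma). TNFAIP3 read 4.49, 4.66 and 8.10 on the arrays labelled DMIOA 1, 2 and 3, and 3.96, 4.33 and 7.61 on DMIOA+20(S) 1, 2 and 3. NFKBIA, the inhibitor IKB, differed by 0.49 (standard error 0.94), TNIP2, a partner of TNFAIP3, by 0.13, the granulocyte growth factor CSF3, with means below the array medians, by -0.10 and the kinase RIPK2 by 0.18. The paper's reported log2 fold changes are 3.74 for CCL20, 3.28 for TNFAIP3, 1.28 for NFKBIA, 1.58 for TNIP2, 1.43 for CSF3 and 1.33 for RIPK2. None of these genes was called by limma.

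**Figure D5:**
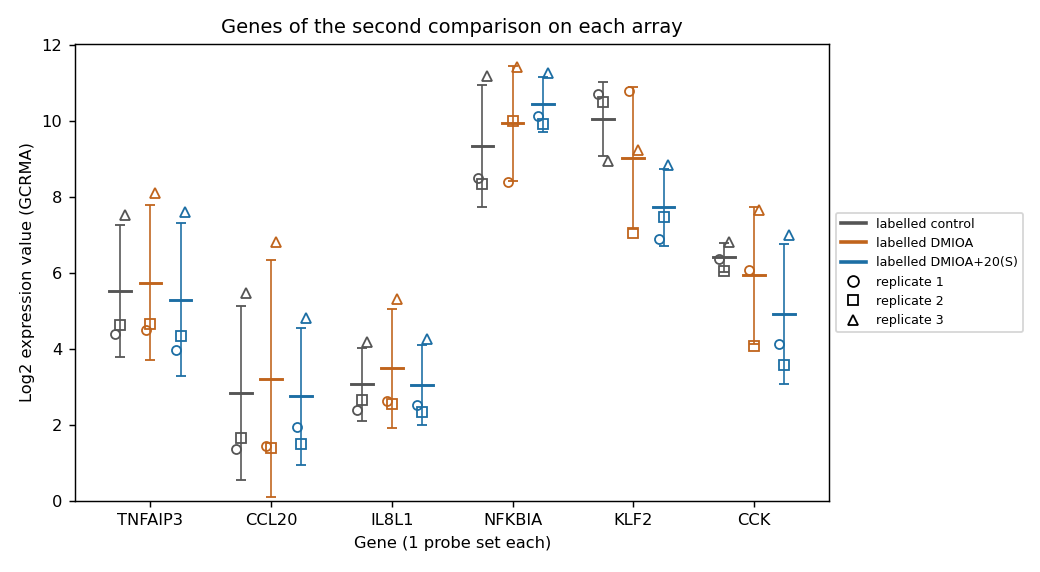
Log2 expression values (GCRMA) of TNFAIP3, CCL20, IL8L1, NFKBIA, KLF2 and CCK on each of the 9 arrays by labelled group, with a marker per array (circle, square and triangle for replicates 1, 2 and 3), a line at the group mean and a bar of 1 SD. CCL20 lies at 6.81 on DMIOA 3 and at 4.83 on DMIOA+20(S) 3.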

Interleukin 1 (IL-1) plays an important role in bone metabolism through activation of receptor activator of NF-κB signaling pathway in mouse models [51], and IL-1R is an important mediator involved in many cytokine induced immune and inflammatory responses [52]. Additionally, it has been shown that cytokines such as IL-1 and tumour-necrosis factor-alpha (TNFA) inhibit adipogenesis in bone marrow [53]. Hence, over-expression of IL-1, its receptor mRNA (IL-1R) and tumor necrosis alpha induced protein 3 (TNFAIP3) in cells treated with DMIOA +20(S) relative to those treated with DMIOA indicates that 20(S) potentially inhibits chicken adipogenesis through induction of anti-adipogenic cytokines. However, the role/s of cytokines on adipogenesis and adipogenic gene expression in hen preadipocytes need further elucidation.

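Interleukin-1 beta, IL1B, measured 2.08 ± 1.20 (log2, SD, n = 3) on the arrays labelled DMIOA and 1.66 ± 0.65 (SD, n = 3) on those labelled DMIOA+20(S), a log2 fold change of -0.42 (standard error 0.57, adjusted p = 0.977 from limma), with both means below the array medians. IL1R1 and TNFAIP3 differed by 0.85 and -0.45 (standard errors 0.90 and 1.35). All 6 receptors of the interleukin-1 family had a mean above that of the arrays labelled DMIOA, with a median of 0.57 (adjusted p = 0.127 from camera), and 0 were called over all probe sets or adjusted over the list alone. This list was called higher without the array labelled DMIOA 3 (adjusted p = 0.0451) and with replicates 1 and 2 only (adjusted p = 0.0443). From over-expression of IL-1, its receptor and TNFAIP3 with DMIOA+20(S), together with reports that such cytokines block fat cell formation in bone marrow, the paper proposes that 20(S) acts against chicken adipogenesis by inducing cytokines.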

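KLF6, a Kruppel-like transcription factor induced by injury and growth factors, measured 11.61 ± 0.75 (log2, SD, n = 3) on the arrays labelled DMIOA and 10.96 ± 0.40 (SD, n = 3) on those labelled DMIOA+20(S). Its log2 fold change of -0.65 (standard error 0.41) had an adjusted p of 0.977 from limma.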

Genes over-expressed in preadipocytes treated with DMIOA + 20(S) relative to those treated with DMIOA alone include KLF2 and 6, early growth response 1 (EGR1), CD44, and CCK. The Kruppel-like factor (KLF2) has been implicated to reduce adipogenesis by inhibiting PPARγ expression in 3 T3-L1 cells [54]. Similarly, ectopic expression of EGR1 has been reported to inhibit adipocyte differentiation in murine 3 T3-L1 preadipocytes [55]. 

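The log2 value of KLF2 was 9.03 ± 1.88 (SD, n = 3) on the arrays labelled DMIOA and 7.74 ± 1.01 (SD, n = 3) on those labelled DMIOA+20(S), and that of EGR1, an immediate-early transcription factor, 9.86 ± 0.88 and 9.19 ± 0.63 (SD, n = 3). Their log2 fold changes were -1.29 and -0.66 (standard errors 0.95 and 0.46), each with an adjusted p of 0.977 from limma. The paper's reported value for KLF2 is 1.98.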

Consistent with these findings, KLF2 and EGR1 were over-expressed in cells treated with DMIOA + 20(S) relative to cells treated with DMIOA where adipogenesis was markedly reduced. 

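Against the arrays labelled control, those labelled DMIOA differed by -1.03 for KLF2 and by -0.33 for EGR1 on the log2 scale (standard errors 0.95 and 0.46, adjusted p = 0.994 for each from limma). KLF2 read 10.72, 10.50 and 8.95 on the arrays labelled control 1, 2 and 3. The paper's reported log2 fold changes are -3.54 for KLF2 and -1.59 for EGR1.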

Interestingly, these genes were over-expressed in control cells relative to those treated with DMIOA, indicating that KLF2 and EGR1 could potentially involve in the inhibition of adipogenesis in chicken fat cells.

Studies have shown that increased CD44 expression is accompanied with obesity-induced hepatic steatosis and white adipose tissue-associated inflammation in human and mouse, suggesting CD44 might play a critical role in regulating obesity and associated pathologies [56,57]. On the other hand, because it is a multifunctional cell membrane protein, CD44 can act as a receptor for hyaluronan (HA) and osteopontin [58,59]. In line with this, exogenous HA application increased calcium deposition in pig bone marrow stromal cells [59], and osteopontin expression was enhanced during bone formation in mouse [60], indicating the possible involvement of CD44 in bone development. Considering the potential of 20(S) to induce the expression of genes associated with osteogenesis in M2-10B4 bone marrow stromal cells [15], increased expression of CD44 in cells treated with DMIOA + 20(S) in the present study may explain the pro-oesteogenic property of 20(S) [15] which could negatively modulate key adipogenic regulators by enhancing the expression of CD44. 

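CD44 measured 6.14 ± 0.71 (log2, SD, n = 3) on the arrays labelled DMIOA+20(S), a log2 fold change of -0.75 (standard error 0.58, adjusted p = 0.977 from limma) against the arrays labelled DMIOA.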

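CCK, the gut and brain peptide cholecystokinin, measured 5.95 ± 1.81 (log2, SD, n = 3) on the arrays labelled DMIOA and 4.91 ± 1.84 (SD, n = 3) on those labelled DMIOA+20(S). The log2 fold change was -1.03 (standard error 1.05, adjusted p = 0.977 from limma), and the paper's reported value is 3.15. CCK read 6.09, 4.07 and 7.67 on DMIOA 1, 2 and 3.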

The expression of CCK was also increased in hen preadipocytes treated with DMIOA + 20(S) compared with those treated with DMIOA alone. Cholecystokinin (CCK) is involved in regulating the metabolic rate and is important for lipid absorption and control of body weight in mice placed on a high-fat diet [61], showing its anti-adipogenic effect in vivo. However, the potential of this gene as an anti-adipogenic factor in hen adipocytes needs further investigation.

In summary, treatment of hen preadipocytes with DMIOA highly induced the expression of genes involved in lipid metabolism relative to non-treated cells. On the other hand, preadipocytes treated with a combination of DMIOA and 20(S) inhibited expression of key adipogenic transcripts and adipogenesis as compared with cells treated with DMIOA alone. Moreover, 20(S) increased the expression of many key genes previously reported to enhance osteogenesis which has a reciprocal relationship to adipogenesis.

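Of 24 adipocyte markers, 16 had a higher mean on the arrays labelled DMIOA than on those labelled control, with a median log2 fold change of 0.16 and a mean of 0.38 (adjusted p = 0.158 from camera). PLIN2, which coats lipid droplets, had a log2 fold change of 0.79 (standard error 0.62), the triglyceride lipase PNPLA2 0.39 (standard error 0.45) and LPL 0.21 (standard error 0.31). Limma called 0 members over all probe sets and 0 adjusted over the list alone. Relative to the mean of the 9 arrays, the list's median was -0.30, -0.35 and 0.23 on the arrays labelled control 1, 2 and 3, and -0.44, 0.28 and 0.02 on DMIOA 1, 2 and 3. The list was called higher without the array labelled DMIOA 1 (adjusted p = 0.0262), without control 3 (adjusted p = 0.00851) and with replicates 1 and 2 only (adjusted p = 0.00997). From its lists of over-expressed genes and their pathway analysis (Figures 3 and 5), the paper concludes that DMIOA induced genes of lipid metabolism in hen preadipocytes. It also reports more lipid and higher FABP4 and C/EBPβ expression with DMIOA from a pre-experiment (Figure 1), and RT-PCR of APOA1 (Table 2).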

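Adipocyte markers rose as a group on the arrays labelled DMIOA+20(S) against DMIOA, with 20 of 24 above 0 and a median log2 fold change of 0.23 (adjusted p = 0.0366 from camera, adjusted p = 0.775 with an estimated correlation). PLIN2 had a log2 fold change of 0.79 and PNPLA2 0.52, and 0 members were called over all probe sets or adjusted over the list alone. Relative to the mean of the 9 arrays, the list's median was 0.15, 0.23 and 0.23 on DMIOA+20(S) 1, 2 and 3. The call was lost without the array labelled DMIOA 1 (adjusted p = 0.650), without DMIOA+20(S) 2 (adjusted p = 0.129) and with the mean over all probe sets of a gene (adjusted p = 0.0506).
Markers of macrophages and leukocytes fell in the same comparison, with 0 of 18 above 0 and a median of -0.32 (adjusted p = 0.00206 from camera, adjusted p = 0.775 with an estimated correlation). PTPRC differed by -0.90 and LY96, which helps toll-like receptor 4 bind lipopolysaccharide, by -1.18, with 0 called singly or adjusted over the list alone. Without DMIOA 1 this list's adjusted p was 0.602.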

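Of 20 osteogenic markers, 9 were above 0 on the arrays labelled DMIOA+20(S) against DMIOA, with a median log2 fold change of -0.07 (adjusted p = 0.886 from camera, direction down). SPP1, the bone matrix protein osteopontin, had a log2 fold change of 1.00 (standard error 1.39), RUNX2, the main transcription factor of osteoblasts, 0.44 (standard error 0.66) and TNFRSF11B, osteoprotegerin, -1.30 (standard error 1.56). BMP2 differed by -0.49, the alkaline phosphatase ALPL by -0.25 and osteocalcin, BGLAP, by -0.15, the last pair from means below the array medians, where a change is not measurable. Limma called 0 members over all probe sets and 0 adjusted over the list alone.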

## Conclusions

This study generated important gene expression data that would enhance our understanding of the biology of adipocytes. The study demonstrated that 20(S) is capable of reducing DMIOA-induced adipogenesis and identified potential adipogenic and anti-adipogenic regulators in hen preadipocytes that require further investigation.

### Supporting data

All supporting data for this study are included as additional files.

## Additional files

Additional file 1:
**List of genes over-expressed (Fold change ≥ 2) in control cells relative to cells treated with an adipogenic cocktail (DMIOA) for 96 hr.**
Additional file 2:
**List of genes over-expressed (Fold change ≥ 2) in cells treated with an adipogenic cocktail (DMIOA) for 96 hr.**
Additional file 3:
**Hierarchical clustering and heat map of all genes differentially expressed between control cells and cells treated with an adipogenic cocktail (DMIOA) for 96 hr.** Numbers 1 and 2 at the top of the heat map indicate the three biological replications representing control cells and cells treated with DMIOA, respectively. The fold change increases from green to red. Additional file 4:
**Hierarchical clustering and heat map of the top 20 genes differentially expressed between control cells and cells treated with an adipogenic cocktail (DMIOA for 96 hr.** Numbers 1 and 2 at the top of the heat map indicate the three biological replications representing control cells and cells treated with DMIOA, respectively. The fold change increases from green to red. Additional file 5:
**List of genes over-expressed (Fold change ≥ 2) in cells treated with an adipogenic cocktail (DMIOA) for 96 hr.**
Additional file 6:
**List of genes over-expressed (Fold change ≥ 2) in cells treated with an adipogenic cocktail (DMIOA) for 96 hr.**
Additional file 7:
**Hierarchical clustering and heat map of all genes differentially expressed between cells treated with an adipogenic cocktail (DMIOA) for 96 hr.** Numbers 1 and 2 at the top of the heat map indicate the three biological replications representing cells treated with DMIOA and DMIOA + 20(S), respectively. The fold change increases from green to red. Additional file 8:
**Hierarchical clustering and heat map of the top 20 genes differentially expressed between cells treated with an adipogenic cocktail (DMIOA) for 96 hr.** Numbers 1 and 2 at the top of the heat map indicate the three biological replications representing cells treated with DMIOA and DMIOA + 20(S), respectively. The fold change increases from green to red.

## Abbreviations

DMIOA: Dexamethasone + 3-isobutyl-1-methylxanthine + insulin + 300 oleic acid
OA: Oleic acid
C/EBPβ: The core enhancer binding protein beta
C/EBPα: The core enhancer binding protein alpha
GSK3β: Glycogen synthase kinase −3- beta
MAPK: Mito gene activated protein kinase
MSC: Mesenchymal stem cell
PKA: Protein kinase A
PKC: Protein kinase C
Hh: Hedgehog
Min: Minutes
Hr: Hour
DMEM: Dulbecco’s Eagle’s Medium
RPM: Revolution per minute
FBS: Fetal bovine serum
GCRMA: Guanine cytosine robust multichip average
qRT-PCR: Quantitative real-time reverse transcriptase polymerase chain reaction
NCBI: National Centre for Biological Information

How the deposited data were processed for this re-analysis (not part of the article)

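Preadipocytes of 19-wk hens were cultured for 96 hr without treatment, with DMIOA or with DMIOA and 20(S), and RNA was hybridized to Affymetrix chicken arrays, with 3 arrays labelled for each group. The authors processed the scanned intensities with GCRMA in FlexArray, in a version not given in the sources used here, so the deposited values are background-corrected, normalized across the arrays and summarized to 1 log2 value per probe set. GCRMA draws dim probe sets toward a common floor, which shrinks differences between weakly expressed genes. Conditions were taken from the labels alone. The labels of the replicate 3 arrays are worded differently from those of replicates 1 and 2, and this wording was treated as a possible batch.
Of the probe sets on the array, 96 control probe sets were left out and 38439 were tested. The platform annotation gives 1 gene symbol for 27168 of them, several for 177 and none for 11094, and 107 probe sets without a symbol were named from the paper's tables. No probe set with several symbols was named. Where a gene has several probe sets, the one with the highest mean over the 9 arrays stands for it, which leaves 13084 genes.
Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) over all 9 arrays, for DMIOA against control, DMIOA+20(S) against DMIOA and DMIOA+20(S) against control. The p-values were adjusted with the Benjamini-Hochberg method within each comparison, and a probe set was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Gene lists were tested with camera at a preset correlation of 0.01 between genes, with adjustment over 30 lists, and again with an estimated correlation. Each list also has the count of its members that pass when adjusted over the list alone. The lists cover lipid and sterol metabolism, adipocyte, osteogenic and other differentiation markers, signalling targets, stress, cell cycle, ribosomal and reference genes, and markers of macrophages, T cells, endothelial, mesothelial, skeletal muscle and erythroid cells. A further 6 lists hold the genes that the paper names by the direction that it gives, and are not independent evidence. Of these, 1 also holds NELL2 and PDE1A, which are in its additional files but not named in its text. Another has the hedgehog targets GLI1, PTCH1 and HHIP added.
Genes named in the text are those the paper names, then up to 10 with the largest rise and up to 10 with the largest decrease per comparison among called probe sets with 1 symbol and no overlap between groups, and members of the lists as examples. Other genes are said to be chosen after their values were seen. The paper's additional files had been read when the lists and rules were written. List members given as examples were picked after their values were seen.
Fold differences were set beside the paper's RT-PCR values with Pearson's and Spearman's correlations and permutation tests of 1e+05 permutations. Correlation between the fold changes of comparisons that share the arrays labelled DMIOA was set beside 100 simulations with no effect. Plots and summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The limma step was tested on simulated data made from the real means and spreads over 38439 probe sets. For DMIOA against control it called 36% of 50 probe sets changed by a log2 fold of 1, 84% at 1.5, 96% at 2 and 94% at 3, with 3 false calls. For DMIOA+20(S) against DMIOA the shares were 46%, 84%, 94% and 98% with 5 false calls, and for DMIOA+20(S) against control 40%, 84%, 84% and 92% with 4 false calls. The changed probe sets were drawn at random from all 38439. Genes whose arrays lie apart within a label have wide spreads, with standard errors of 2.83 for MMP1 and 2.00 for HAS2 in DMIOA against control. The shares do not hold for such genes, so they do not show that their changes would have been called. The list test, simulated for DMIOA against control over 13084 genes, found 100% of 50 lists of 25 genes shifted by 0.5 and 0% of unshifted lists. In it each gene was drawn independently and the p was not adjusted over lists. It therefore says nothing on false calls for lists whose genes vary together, such as the actin list with an estimated correlation of 0.634.
Alternatives were the replicate number as a block, replicates 1 and 2 only, only the arrays of the 2 groups compared, the methods' t-test, no minimum fold change, quantile normalization, centring each array on its median, a filter that keeps probe sets with a log2 value of at least 4 on at least 3 arrays (12169 probe sets), eBayes with trend and robust, array weights, genes in place of probe sets, the mean over all probe sets of a gene, and leaving out each array in turn. The fold changes in the paper's additional files were also set against each of 1680 assignments of the 9 arrays to 3 groups of 3, as a check of the labels. The 6 arrays of each comparison were also split into 3 and 3 in each of the 10 possible ways. Over arrays grouped otherwise than by label, only how closely fold changes match the paper's and how many probe sets or gene lists each split calls are reported, and every other value is over the labelled groups. Several genes that the paper names could not be matched to a probe set and are not analysed here, and the single values of some others are not reported here, although these genes remain in the gene lists and their counts.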

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

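The comparison of DMIOA+20(S) with control was planned, whereas the tests of the labels and of other splits of the arrays were chosen after the results were seen.
The paper sets DMIOA+20(S) beside control for FABP4 (Fig. 2) but lists no array comparison of them, and in that comparison limma called 2 probe sets, both lower on the arrays labelled DMIOA+20(S). TNPO1, a nuclear import receptor, measured 4.01 ± 0.15 (log2, SD, n = 3) on the arrays labelled control, 3.53 ± 0.13 on those labelled DMIOA and 2.70 ± 0.08 on those labelled DMIOA+20(S), a log2 fold change of -1.31 (standard error 0.109) between the outer groups. RPS6KA6, a ribosomal S6 kinase, measured 5.72 ± 0.08, 5.21 ± 0.15 and 4.58 ± 0.04, a log2 fold change of -1.15 (standard error 0.100). Each had an adjusted p of 0.0481 from limma and no overlap between the groups, which chance gives for 10% of probe sets with 3 arrays against 3. The count was 0 with any 1 of the arrays labelled control or DMIOA+20(S) left out. At an unadjusted p under 0.05 there were 3880 probe sets. The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05, and 1 of them, the labelled one, gave 2 or more calls, against 0 in the highest of the others.
Single arrays did not sort by their labels: control 1 and control 2 differed at least 2-fold in 64 of 38439 probe sets and control 1 and DMIOA 1 in 544, but control 1 and control 3 in 2584 and DMIOA 1 and DMIOA 2 in 3355, while DMIOA 2 and DMIOA+20(S) 1 differed in 75. A candidate explanation is that the arrays are labelled otherwise in the deposit than in the analysis behind the paper's first comparison: of 1220 probe sets in its additional files, the closest of 1680 assignments of the arrays gave 1218 of the paper's log2 fold changes within 0.001, the next closest 16 and the labels 0, with DMIOA 2, DMIOA+20(S) 1 and DMIOA+20(S) 2 set against control 1, control 2 and DMIOA 1 in the closest. For the second comparison the labels gave the paper's sign for 22.6% of 212 probe sets (r = -0.545, median absolute difference 2.01) and the closest assignment for 100% (r = 0.998, median absolute difference 0.0613), but only 3 of its values lay within 0.001, so how the paper's values were computed stays open. A batch of the replicate 3 arrays does not account for the 3355 probe sets between DMIOA 1 and DMIOA 2, which share the other label wording. Non-response to DMIOA, the only biological explanation tested, does not account for the paper's values under these labels (0 matched). Nor, even with such a batch, does it account for the untreated control 3 lying nearer to DMIOA 2 (421) than to control 1 (2584). The match of 1218 of 1220 values shows that the paper's first comparison grouped the arrays otherwise than these labels do. The median of the glucocorticoid-responsive list, relative to the mean of the 9 arrays, was -0.82 on DMIOA 1, near control 1 (-0.83) and control 2 (-1.07). On control 3 it was 0.71, within the 0.16 to 0.71 of the other arrays labelled as treated. These values go against the deposited labels of DMIOA 1 and control 3. Each is a single array, and the list was picked for this after its values were seen. Beyond that, whether the labels were exchanged in the deposit or in the analysis is not settled by these arrays.
The paper's RT-PCR folds for CD44, IGFBP7, VEGFC, MMP1 and APOA1 run in the direction of the arrays by label, and that for HAS2 (0.8, against 4.66 by label) in the other. For these genes the paper's array values have the same direction as those by label, so direction cannot tell the groupings apart. In size, the RT-PCR folds of CD44 (8.2), IGFBP7 (12.1), MMP1 (367) and APOA1 (61) lay nearer to the paper's array folds (5.5, 9.1, 598 and 12.2). By label the array folds were 1.43, 2.13, 9.89 and 2.02. For VEGFC the RT-PCR fold of 4.1 lay between 1.91 by label and the paper's 8.5, and HAS2 ran against both. The RT-PCR folds for STARD4, INSIG1, TGM4, TNFAIP3, GSTA3 and KLF2 run against the labels and with the paper's array values. All RT-PCR folds are between the paper's own groups, so they do not settle which labels are right.
Except for the probe sets called between DMIOA+20(S) and control, other splits of the arrays gave larger counts than the labels, which points to a structure of the samples. For DMIOA and control the labels gave 0 probe sets and the highest of the other splits, which sets control 1, control 2 and DMIOA 1 apart, gave 2320, and 8 of 10 splits gave at least the labelled count of 6 gene lists, with 12 in the highest. Of the splits of the arrays labelled DMIOA+20(S) and DMIOA, the labelled one gave 0 probe sets and the highest of the others 183, and 6 of 10 gave at least 6 gene lists, with 12 in the highest. Beside a labelled count of 0, how many splits are as large says nothing, since all 10 must be. Of those for DMIOA+20(S) and control, 4 of 10 gave at least 7 gene lists, with 12 in the highest. All of these have 10 splits, too few for a share under 0.05.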

How the results depend on the processing

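All alternatives were planned, and none was added later. Limits are shared by all results: 3 arrays per label and arrays that do not sort by label. Between DMIOA and control and between DMIOA+20(S) and DMIOA the count of probe sets was 0 in each direction under every alternative that adjusts the p-values, and none of the genes the paper names was called under any of them (1195 and 1054 values). The methods' t-test at an unadjusted p under 0.05 called 1 probe set higher for DMIOA against control, 5 higher for DMIOA+20(S) against DMIOA, and 81 higher and 140 lower for DMIOA+20(S) against control. The cause of any change was not tested. The 2 probe sets lower for DMIOA+20(S) against control were 2 with each array centred on its median and with array weights, 1 with quantile normalization, and 0 with replicates 1 and 2 only, with only the 2 groups compared, with the methods' t-test after adjustment, with the filter on dim probe sets, with trend and robust, with genes in place of probe sets, and 0 to 0 with 1 array left out. For gene lists, the adjusted p kept its side of the threshold and its direction in 254 of 300 alternative values for DMIOA against control, 265 of 300 for DMIOA+20(S) against DMIOA and 277 of 300 for DMIOA+20(S) against control.
Whether replicate numbers pair the arrays could not be told. Correlations of the deviations of same-numbered arrays from the labelled group means ran from -0.698 to 0.835. Those of the replicate 3 arrays, which have the other label wording, were all above 0.1 (0.799, 0.110 and 0.276). Where arrays of a label lie apart, these deviations reflect which array lies apart, so the check cannot decide. With the replicate number as a block the probe sets lower for DMIOA+20(S) against control were 0. The blocked adjusted p, past the threshold where it was not without the block, was 0.00750 for cholesterol synthesis, 0.00834 for NF-kB, 0.0471 for interleukin-1 receptors and 0.0165 for NRF2 in DMIOA against control. In DMIOA+20(S) against DMIOA it was 0.0199 for NF-kB and 0.0490 for interleukin-1 receptors, and in DMIOA+20(S) against control 0.0197 for cholesterol synthesis and 0.0130 for YAP/TEAD. The block changed no other call.
With replicates 1 and 2 only, the adjusted p was 0.00169 for cholesterol synthesis, 0.00997 for adipocyte markers, 0.00856 for interleukin-1 receptors and 0.0824 for cell cycle in DMIOA against control, 0.00567 for integrins and 0.0443 for interleukin-1 receptors in DMIOA+20(S) against DMIOA, and 0.00355 for cholesterol synthesis and 0.0165 for YAP/TEAD in DMIOA+20(S) against control. An estimated correlation ended every list call: the adjusted p was 0.833 for glucocorticoid response, actin, integrins, cell cycle, ribosomal proteins and macrophage markers in DMIOA against control. In DMIOA+20(S) against DMIOA it was 0.775 for adipocyte markers, YAP/TEAD and macrophage markers, 0.778 for glucocorticoid response and actin, and 0.827 for ribosomal proteins. In DMIOA+20(S) against control it was 0.714 for each of the 7 called lists. With the mean over all probe sets of a gene the adjusted p was 0.0605 for ribosomal proteins in DMIOA against control, 0.0506 for adipocyte markers and 0.0453 for ERK and ETS feedback in DMIOA+20(S) against DMIOA, and 0.0116 for heat shock in DMIOA+20(S) against control. The correlation with RT-PCR was 0.504 on log2 scales and 0.108 without MMP1.
With 1 array left out, the adjusted p in DMIOA against control ran from 0.000251 to 0.883 for cholesterol synthesis, 0.00851 to 0.860 for adipocyte markers, 2.47e-06 to 0.752 for glucocorticoid response, 0.0499 to 0.915 for cAMP response and 1.87e-07 to 0.839 for actin. It was 3.39e-05 to 0.839 for integrins, 0.00851 to 0.981 for NF-kB, 0.00356 to 0.814 for interleukin-1 receptors, 0.00856 to 0.946 for NRF2 and 0.0499 to 0.981 for ERK and ETS feedback. The range was 8.20e-09 to 0.108 for cell cycle, 6.60e-06 to 0.752 for ribosomal proteins and 1.39e-05 to 0.669 for macrophage markers. The direction of ERK and ETS feedback turned without DMIOA 2 (0.0499, up). Between DMIOA+20(S) and DMIOA the range was 0.00114 to 0.943 for cholesterol synthesis, 0.00580 to 0.650 for adipocyte markers, 0.000817 to 0.864 for glucocorticoid response, 1.52e-05 to 0.773 for actin and 0.00808 to 0.773 for YAP/TEAD. It was 0.00191 to 0.650 for integrins, 0.0375 to 0.978 for extracellular matrix, 0.00257 to 0.943 for NF-kB, 0.0451 to 0.773 for interleukin-1 receptors and 4.70e-05 to 0.634 for ERK and ETS feedback. The range was 0.0308 to 0.943 for cell cycle, 0.0312 to 0.864 for heat shock, 0.000560 to 0.634 for ribosomal proteins and 4.72e-05 to 0.602 for macrophage markers. The direction of actin (0.773) and ribosomal proteins (0.634) turned without DMIOA 1. Between DMIOA+20(S) and control it was 0.000375 to 0.556 for cholesterol synthesis, 0.0161 to 0.268 for YAP/TEAD, 0.00182 to 0.0953 for interleukin-1 receptors, 0.0244 to 0.565 for ERK and ETS feedback and 0.00917 to 0.778 for cell cycle. Signal over background also limits these values, since dim probe sets lie at the GCRMA floor.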

Differences from the paper's values

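All comparisons with the paper's values use the alternatives set before the data were examined. Values by label come first, and each value in brackets is the paper's. Under every setting, a log2 fold change or Table 2 value differed where its sign was opposite or its log2 gap exceeded the larger SD within the labelled groups compared. These SDs are wide where arrays of a label lie apart, so a value that did not differ can still lie far from the paper's. For DMIOA against control, CKB at 2.04 (paper 5.41) is such a value.
For genes over-expressed in control and in DMIOA the paper gives 755 and 466, together 1221, and for DMIOA alone and DMIOA+20(S) it gives 90 and 122, together 212. With the same minimum fold of 2 and false discovery rate the counts by label were 0 and 0, together 0, in the first comparison and 0 and 0, together 0, in the second. Each adjusted alternative also gave 0, and the methods' t-test at an unadjusted p under 0.05 gave 1 for DMIOA against control and 5 for DMIOA+20(S) against DMIOA.
For DMIOA against control, 49 of the genes in the lists taken from the paper are in its additional files. All 49 had the paper's sign, and 41 differed in size. The log2 fold changes were ADAMTS9 2.27 (paper 6.86), AGTR1 1.47 (paper 5.24), AGTR2 1.32 (paper 4.28), ARG2 1.34 (paper 3.56), ATP2B2 -2.10 (paper -6.03), AVPR2 1.63 (paper 5.41) and BMP6 -0.33 (paper -1.73). Further log2 fold changes were CD36 1.68 (paper 5.24), CD38 -0.53 (paper -2.58), CD9 -1.92 (paper -5.98), CDKN2B -0.41 (paper -2.82), CEBPB 0.32 (paper 1.51), CHRDL2 2.01 (paper 5.67) and CIDEC 1.79 (paper 5.59). Others were EGR1 -0.33 (paper -1.59), ENPP2 2.45 (paper 8.24), FABP3 1.73 (paper 5.23), FABP4 1.18 (paper 3.51), FABP5 2.19 (paper 5.67), GDF9 -0.11 (paper -1.10) and HAS2 2.22 (paper 6.23). The log2 fold changes were HDAC9 -0.99 (paper -4.53), HMOX1 0.71 (paper 2.42), HPGD 2.50 (paper 6.79), HPX 2.21 (paper 6.20), IGFBP7 -1.09 (paper -3.19), IL1RL1 2.00 (paper 5.70) and IL6 -0.64 (paper -4.17). Further log2 fold changes were ITGA4 -0.67 (paper -2.25), ITGB3 -1.38 (paper -4.58), KLF2 -1.03 (paper -3.54), LCN8 2.19 (paper 6.42), MMP1 3.31 (paper 9.22), NELL2 1.17 (paper 4.90) and OLFM1 1.33 (paper 5.21). Others were PDE1A 1.14 (paper 4.37), PDK4 1.08 (paper 3.80), RLN3 3.07 (paper 7.54), ST6GAL1 1.61 (paper 5.67), VEGFC -0.94 (paper -3.10) and VTN 0.87 (paper 3.12). Of the 49, 41 did not differ with replicates 1 and 2 only, 45 with array weights, 44 without DMIOA 1 and 43 without control 3. Under the other settings at most 8 did not differ.
For DMIOA+20(S) against DMIOA, 9 of 27 genes had the paper's sign, 18 the opposite one, and 24 differed. Between these labels the values were AACS 0.30 (paper -2.22), ADORA2B -0.58 (paper 1.29), BCO1 0.42 (paper -1.64), CCK -1.03 (paper 3.15), CCL20 -0.47 (paper 3.74), CSF3 -0.098 (paper 1.43) and DHCR7 0.43 (paper -1.25). Next came FADS2 -0.25 (paper -1.66), FDFT1 0.24 (paper -1.39), FDPS -0.12 (paper -2.23), GSTA3 -0.67 (paper 2.57), HMGCS1 0.040 (paper -2.74), IL1B -0.42 (paper 1.20) and IL8L1 -0.45 (paper 2.30). The rest were KLF2 -1.29 (paper 1.98), LSS -0.028 (paper -2.62), MSMO1 0.16 (paper -2.16), NSDHL -0.16 (paper -2.31), RIPK2 0.18 (paper 1.33), TGM4 0.81 (paper -2.09) and TNFAIP3 -0.45 (paper 3.28). Between these labels the values were TNIP2 0.13 (paper 1.58), VCAM1 -0.078 (paper 2.71) and VLDLR -0.034 (paper 1.24). Without DMIOA 3, 21 of 27 had the paper's sign and 16 differed. With replicates 1 and 2 only 10 had the paper's sign and 22 differed, without DMIOA+20(S) 1 the numbers were 18 and 22, and without DMIOA+20(S) 2 they were 17 and 22. The filter on dim probe sets left 21 of 24 differing, and every other setting at least 24 of 27.
The array folds of Table 2, in the paper's direction, were CD44 1.43 (paper 5.5), IGFBP7 2.13 (paper 9.1), VEGFC 1.91 (paper 8.5), MMP1 9.89 (paper 598), APOA1 2.02 (paper 12.2), STARD4 0.902 (paper 6.2). For the others they were INSIG1 0.929 (paper 6.9), TGM4 0.570 (paper 4.2), TNFAIP3 0.733 (paper 9.7), GSTA3 0.631 (paper 5.9) and KLF2 0.408 (paper 3.9). For CD44, APOA1, STARD4 and INSIG1 these folds are from the probe set with the highest mean, and the one that the paper's additional files list gave log2 fold changes in the paper's direction of 0.67, 1.08, -0.37 and -0.10. HAS2 stands at 6.2 in Table 2, which is its log2 fold change in the additional file, rounded, and by label it was 2.22 on the log2 scale (paper 6.2). With replicates 1 and 2 only IGFBP7, MMP1 and HAS2 did not differ, and with array weights, without DMIOA 1 or without control 3 IGFBP7, VEGFC, MMP1, APOA1 and HAS2 did not. Every other setting left all 12 differing.
The paper places cholesterol synthesis genes higher with DMIOA alone and cytokine genes higher with DMIOA+20(S), and by label 21 of 26 and 19 of 26 of its named genes ran the other way. It reports lower FABP4 and CD36 with 20(S), and by label their log2 fold changes were 1.21 and 1.82. It names CD4 as higher in control, and by label CD4 differed by 0.02 the other way. The other 22 genes named for control and all 40 named or listed for DMIOA had the paper's direction.
The paper names ACTB, CAP2, CD4, IGFBP3 and ITGB2 for control, FGFR1 and SLCO2B1 for DMIOA, ENPP2, FABP4 and SLC6A2 for DMIOA alone against DMIOA+20(S), and CDK6, CPEB1, IL1R1, IL6 and VIP for DMIOA+20(S), but its additional files for those comparisons do not list them. Its list for control holds 755 entries for 754 probe sets, with CD9 entered 2 times, 3 symbols there and 1 in the list for DMIOA are turned into dates, and 1 entry for DMIOA has no adjusted p.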

Other observations

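The lists of genes below were planned, and only the choice of which to describe, and of their example genes, was made after the results were seen.
Genes that respond to glucocorticoids, the hormone class of the dexamethasone in DMIOA, rose as a group on the arrays labelled DMIOA against control, with 16 of 17 above 0 and a median log2 fold change of 0.48 (adjusted p = 0.0106 from camera, adjusted p = 0.833 with an estimated correlation). They rose again on the arrays labelled DMIOA+20(S) against DMIOA, with 15 of 17 above 0 and a median of 0.39 (adjusted p = 0.0366, adjusted p = 0.778 with an estimated correlation). By label both groups received dexamethasone. FKBP5, a chaperone of the glucocorticoid receptor, had log2 fold changes of 0.84 and 0.93, GLUL, glutamine synthetase, 1.43 and 1.40, and TAT, a tyrosine aminotransferase, 0.51 and 1.55. Relative to the mean of the 9 arrays the list's median was -0.83, -1.07 and 0.71 on control 1, 2 and 3, -0.82, 0.26 and 0.55 on DMIOA 1, 2 and 3, and 0.23, 0.16 and 0.71 on DMIOA+20(S) 1, 2 and 3. By this list DMIOA 1 lay level with control 1 and control 2, and control 3 lay with the other arrays labelled as treated, against their labels. The later rise is therefore not shown to be an effect of 20(S). The first call was lost without control 1 (0.669), control 2 (0.752) or DMIOA 3 (0.535), and the later one without DMIOA 1 (0.864) or DMIOA+20(S) 3 (0.313), as adjusted p-values.
Cell cycle genes rose on the arrays labelled DMIOA against control, with 24 of 28 above 0 and a median of 0.22 (adjusted p = 0.000177 from camera, adjusted p = 0.833 with an estimated correlation). RRM2, which makes deoxynucleotides, had a log2 fold change of 0.84, the replication helicase subunit MCM4 0.74 and the proliferation marker MKI67 0.43. The call was lost without DMIOA 3 (adjusted p = 0.108) and with replicates 1 and 2 only (adjusted p = 0.0824). Cytosolic ribosomal proteins were slightly higher, with 49 of 56 above 0 and a median of 0.04 (adjusted p = 0.0106, adjusted p = 0.833 with an estimated correlation), and again for DMIOA+20(S) against DMIOA, with 51 of 56 and a median of 0.04 (adjusted p = 0.0366, adjusted p = 0.827 with an estimated correlation). For ribosomal proteins the first call was lost without control 1 (0.669), control 2 (0.752), DMIOA 2 (0.577) or DMIOA 3 (0.711), and the later one without DMIOA 1 (0.634, direction down) or DMIOA+20(S) 1 (0.176), as adjusted p-values.
Between DMIOA+20(S) and DMIOA the actin genes fell, with 3 of 35 above 0 and a median of -0.32 (adjusted p = 0.0109 from camera, adjusted p = 0.778 with an estimated correlation), as did targets of YAP and TEAD, which respond to stretch and stiffness, with 1 of 14 above 0 and a median of -0.26 (adjusted p = 0.0475, adjusted p = 0.775 with an estimated correlation). ACTA2 differed by -1.47, the tissue factor F3 by -1.44 and ANKRD1 by -1.37. Without DMIOA 1 the adjusted p was 0.773 for actin, with the direction turned, and 0.773 for YAP/TEAD, without DMIOA+20(S) 3 it was 0.0714 and 0.307, and without DMIOA+20(S) 1 the YAP/TEAD value was 0.0790. Feedback genes of ERK and ETS signalling had a median of -0.30 (adjusted p = 0.0607), with DUSP6, a phosphatase of ERK, at -1.08, and were called lower without DMIOA 2 (adjusted p = 4.70e-05) and without DMIOA+20(S) 3 (adjusted p = 0.00241).
In DMIOA+20(S) against control on the arrays, 7 lists were called with camera, and each had an adjusted p = 0.714 with an estimated correlation. Lower were macrophage and leukocyte markers (0 of 18 above 0, median -0.67, adjusted p = 0.000128), actin genes (3 of 35 above 0, median -0.62, adjusted p = 0.000239) and integrins (6 of 27 above 0, median -0.47, adjusted p = 0.00540). Higher were glucocorticoid-responsive genes (16 of 17 above 0, median 0.84, adjusted p = 0.000531), ribosomal proteins (52 of 56 above 0, median 0.10, adjusted p = 0.000531), adipocyte markers (19 of 24 above 0, median 0.21, adjusted p = 0.00928) and interleukin-1 family receptors (6 of 6 above 0, median 1.00, adjusted p = 0.0195). The receptor list was no longer called without control 1 (0.0567), control 2 (0.0953) or DMIOA+20(S) 3 (0.0574), as adjusted p-values. In none of these lists was a member called by limma over all probe sets or adjusted over the list alone.
Among the lists that limma's camera test did not call between DMIOA and control, the median log2 fold change, with its adjusted p in brackets, was cholesterol synthesis 0.24 (0.123), sterol uptake and sensing 0.05 (0.883), cAMP-responsive genes 0.12 (0.183), YAP/TEAD targets -0.10 (0.722), extracellular matrix genes -0.01 (0.771) and NF-kB and interleukin-1 response genes 0.12 (0.288). It was xenobiotic metabolism 0.06 (0.600), the hedgehog pathway 0.11 (0.326), notch targets 0.05 (0.801), osteogenic markers 0.02 (0.771), ERK and ETS feedback genes -0.15 (0.801) and heat shock genes and chaperones -0.17 (0.288). Markers of other cell types were not called either, at endothelial markers -0.01 (0.771), mesothelial markers 0.04 (0.771), skeletal muscle markers -0.07 (0.600), erythroid markers -0.04 (0.801) and T-cell markers 0.00 (0.771), and reference genes stood at -0.12 (0.326). The cholesterol synthesis list was called higher without control 1 (0.0483), without DMIOA 3 (0.000251) and with replicates 1 and 2 only (0.00169), cAMP-responsive genes higher without DMIOA 2 (0.0499), ERK and ETS feedback genes higher without DMIOA 2 (0.0499), and NF-kB and interleukin-1 response genes higher without DMIOA 2 (0.00851) or control 3 (0.0463).
Between DMIOA+20(S) and DMIOA the lists with no call not given elsewhere had medians from -0.16 to 0.10 and adjusted p-values from 0.158 to 0.886, with other cell types at -0.03 for endothelial, 0.04 for mesothelial, 0.04 for skeletal muscle, 0.07 for erythroid and 0.04 for T-cell. Integrins fell without DMIOA 3 (0.00191) and with replicates 1 and 2 only (0.00567), extracellular matrix genes rose (0.0375) and heat shock genes fell (0.0312) without DMIOA 2, and cell cycle genes fell without DMIOA+20(S) 1 (0.0308), as adjusted p-values. Against control, the DMIOA+20(S) lists with no call had medians from -0.50 to 0.29 and adjusted p-values from 0.0792 to 0.988, with other cell types at -0.12 for endothelial, 0.04 for mesothelial, -0.05 for skeletal muscle, 0.07 for erythroid and 0.08 for T-cell. Cholesterol synthesis rose without control 1 (0.0145), control 2 (0.0315) or DMIOA+20(S) 3 (0.000375), and cell cycle genes rose without control 1 (0.0145) or DMIOA+20(S) 2 (0.00917). YAP/TEAD targets fell without control 3 (0.0161) or DMIOA+20(S) 2 (0.0425), and ERK and ETS feedback genes fell without DMIOA+20(S) 3 (0.0244). 
Median, mean and test direction differed in sign for some lists, none of them called. For DMIOA against control these were sterol uptake and sensing (median 0.05, mean 0.03, test down), extracellular matrix (-0.01, 0.07, up) and notch targets (0.05, -0.02, up). Between DMIOA+20(S) and DMIOA they were liver X receptor targets (median -0.01, mean 0.08, test up), NRF2 (-0.01, 0.14, up), xenobiotic metabolism (0.10, -0.07, up) and skeletal muscle markers (0.04, -0.25, up). In DMIOA+20(S) against control they were sterol uptake and sensing (median -0.02, mean 0.0027, test down), fatty acid oxidation (-0.03, 0.18, up), NF-kB (-0.05, 0.03, down), notch targets (0.03, -0.18, down), osteogenic markers (-0.01, -0.04, up) and erythroid markers (0.07, -0.05, up).
The fold changes of DMIOA+20(S) against DMIOA and of DMIOA against control correlated at 0.532 over 38439 probe sets, which are not independent replicates, against a mean of -0.499 in 100 simulations with no effect, since the arrays labelled DMIOA enter both with opposite sign. The covariance was 0.0336, against -0.0431 in the simulations, a difference of 0.0767. Without DMIOA 1 the correlation was -0.201, without DMIOA 2 it was 0.175, without DMIOA 3 0.212, without control 1 0.292 and without control 2 0.316, and the other arrays left out in turn gave 0.482 to 0.648. No probe set was called by limma in either comparison, so 0 were called in opposite directions.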
